# Transcriptome profiling reveals significant changes in the gastric muscularis externa with obesity that partially overlap those that occur with idiopathic gastroparesis

**DOI:** 10.1186/s12920-019-0550-3

**Published:** 2019-06-20

**Authors:** B. Paul Herring, Meng Chen, Plamen Mihaylov, April M. Hoggatt, Anita Gupta, Attila Nakeeb, Jennifer N. Choi, John M. Wo

**Keywords:** Motility, Stomach, Obesity, Gastroparesis

## Abstract

**Background:**

Gastric emptying is impaired in patients with gastroparesis whereas it is either unchanged or accelerated in obese individuals. The goal of the current study was to identify changes in gene expression in the stomach muscularis that may be contributing to altered gastric motility in idiopathic gastroparesis and obesity.

**Methods:**

Quantitative real time RT-PCR and whole transcriptome sequencing were used to compare the transcriptomes of lean individuals, obese individuals and either lean or obese individuals with idiopathic gastroparesis.

**Results:**

Obesity leads to an increase in mRNAs associated with muscle contractility whereas idiopathic gastroparesis leads to a decrease in mRNAs associated with PDGF BB signaling. Both obesity and idiopathic gastroparesis were also associated with similar alterations in pathways associated with inflammation.

**Conclusions:**

Our findings show that obesity and idiopathic gastroparesis result in overlapping but distinct changes in the gastric muscularis transcriptome. Increased expression of mRNAs encoding smooth muscle contractile proteins may be contributing to the increased gastric motility observed in obese subjects, whereas decreased PDGF BB signaling may be contributing to the impaired motility seen in subjects with idiopathic gastroparesis.

**Electronic supplementary material:**

The online version of this article (10.1186/s12920-019-0550-3) contains supplementary material, which is available to authorized users.

## Background

Gastroparesis defined as delayed gastric emptying in the absence of a physical obstruction, is estimated to occur in about 1.8% of the adult population, with the majority of cases being in women [1, 2]. Patients with gastroparesis have a marked decrease in their quality of life, with symptoms including nausea, vomiting, early satiety, bloating and abdominal pain. As gastric emptying is dependent on an intricate interaction of neural cells, interstitial cells of Cajal (ICC), platelet derived growth factor α positive (PDGFRα^+^) fibroblasts and smooth muscle cells (SMCs), it is likely that defects in any of these cell types can contribute to this disease [3–7]. ICC are the pacemaker cells in the stomach that transmit slow wave depolarization to the gastric smooth muscle cells [5, 8]. The PDGFRα^+^ fibroblasts are a more recently recognized component of the electrical syncytium that controls gastric contractility. These cells transmit inhibitory neural signals to gastric smooth muscle cells [3]. Using qRT-PCR of RNA isolated from the stomach muscularis of control and gastroparesis patients we previously reported that idiopathic gastroparesis is associated with altered smooth muscle cell contractile protein expression and loss of PDGFRα^+^ cells without a change in ICC [9]. Recently global transcriptional profiling suggested that innate immune signaling may play a central role in the pathogenesis of gastroparesis [10]. These observations are consistent with rodent studies that have shown a critical role of macrophages in the pathogenesis of gastroparesis [11, 12].

In our recent studies, and in other studies published by the NIDDK Gastroparesis Clinical Research Consortium, control biopsies have been obtained from patients undergoing bariatric weight loss surgery [4, 9, 13–15]. Although these patients provide ready access to control biopsies that can be collected from the same region of the stomach, and in the same manner as the samples from gastroparesis patients, these subjects have the complication of being obese. For example, in our recent study the mean BMI of the control subjects was 47.8 ± 8.9 compared to 25.1 ± 6.9 in the gastroparetic group [9]. Although the effects of obesity on gastric emptying are somewhat controversial a large cohort study of 328 individuals demonstrated that obese subjects (BMI > 30 kg/m^2^) have increased rates of gastric emptying as compared to low BMI subjects (BMI 18-25 kg/m^2^) [16, 17]. This increased gastric emptying in obese subjects raises the possibility that some of the molecular and cellular changes reported in patients with gastroparesis and delayed gastric emptying may be due to alterations in the obese control group rather than a consequence of gastroparesis itself. This has long been recognized as a limitation of previous gastroparesis studies. To attempt to address this limitation a preliminary analysis of histological data from obese control subjects and non-obese subjects undergoing surgery for gastroesophageal junction cancer suggested that obesity did not influence the numbers of ICC observed in muscle biopsies [13]. However, there has not been a comprehensive study performed to determine if other alterations that may occur as a result of obesity may be complicating the interpretation of changes observed in non-obese subjects with gastroparesis. This was thus the goal of the current study, in which we performed global transcriptional profiling of gastric muscularis obtained from control subjects with low BMI (organ donors) and from control subjects with high BMI (undergoing bariatric surgery). These data were then compared to data obtained from subjects with idiopathic gastroparesis who had either low (< 30) BMI or high BMI (> 30) in order to identify transcriptional changes that occur as a result of idiopathic gastroparesis and to separate these changes from those that occur as a result of obesity.

## Methods

### Clinical assessment

All procedures were conducted under protocol approved by the Indiana University Institutional Review Board. Informed consents were obtained from control subjects and patients with idiopathic gastroparesis. Idiopathic gastroparesis was defined as patients with symptoms of gastroparesis ≥3 months with delayed gastric emptying by 4-h gastric scintigraphy or the presence of a gastric bezoar with undigested foods by upper endoscopy after an overnight fast. Gastric scintigraphy was performed following consumption of a low-fat egg-white meal with imaging at 0, 2 and 4 h as described previously [18, 19]. Abnormal gastric emptying was defined as 2-h retention ≥60% or 4-h retention ≥10%. Gastroparesis patients included in the study did not have diabetes as determined by normal fasting glucose or normal hemoglobin A1c (HbA1c) by blood test. We also excluded subjects with other systemic diseases such as surgery with vagal trauma, scleroderma, mixed connective tissue disorder and paraneoplastic syndrome.

### Full-thickness stomach biopsies

Biopsies from the low BMI control group (no reported diabetes or gastroparesis) were obtained from organ transplant donors at the time of organ transplant. Biopsies from the high BMI control group were obtained from non-diabetic individuals without gastroparesis symptoms that were undergoing bariatric weight loss surgery (normal HbA1c level < 1 month prior to surgery). Surgical full-thickness biopsies from the idiopathic gastroparesis patients were obtained at the time of routine pathological analysis in patients with severe symptoms or at the time of gastric stimulator placement. In each case (controls and gastroparesis patients), the biopsy was taken about 10 cm from the pylorus on the anterior aspect midway between the greater and lesser curvatures of the stomach. All biopsies were obtained using linear cutting staplers. For sleeve gastrectomy subjects the sample was obtained after the stomach was removed from the abdomen, for all other subjects the samples were obtained laparoscopically. Tissues were collected into ice cold DMEM (Dullbeco’s modified eagle media) or RNAlater (Ambion) and immediately transferred to the investigator’s laboratory. Both the submucosal and mucosal layers were carefully removed from the muscularis by dissection under a binocular microscope, the muscularis was then flash frozen in liquid nitrogen and ground to a powder under liquid nitrogen prior to storage at − 80°. A small amount of frozen muscle tissue powder (~ 150 mg) was homogenized in Trizol (Invitrogen) and a Purelink Micro RNA isolation kit was used to isolate total RNA. Contaminating DNA was removed by on-column DNase treatment. The integrity and purity of the isolated RNA was determined using an Agilent Bioanalyzer. Samples used had an RNA integrity number of > 7. Levels of ATP4A and gastrin mRNA were analyzed in all samples by qRT-PCR to screen for mucosal contamination. Only samples which had levels of expression of these markers that were less than 100-fold lower than the levels present in mucosa were utilized for further analysis.

### Library preparation and sequencing

The concentration and quality of total RNA samples was first assessed using Agilent 2100 Bioanalyzer. A RIN (RNA Integrity Number) of 7 or higher was required to pass the quality control. Then 200 ng of RNA per sample was used to prepare a dual-indexed strand-specific cDNA library using KAPA mRNA Hyperprep Kit (Roche). The resulting libraries were assessed for their quantity and size distribution using Qubit and Agilent 2100 Bioanalyzer. Two hundred pico molar pooled libraries were utilized per flowcell for clustering amplification on cBot using HiSeq 3000/4000 PE Cluster Kit and sequenced with 2.75 bp paired-end configuration on HiSeq4000 (Illumina) using HiSeq 3000/4000 PE SBS Kit. A Phred quality score (Q score) was used to measure the quality of sequencing. More than 90% of the sequencing reads reached Q30 (99.9% base call accuracy). The sequencing was performed in the Center for Medical Genomics (CMG) at Indiana University School of Medicine, a sequencing core facility of the Indiana CTSI.

### Sequence alignment and gene counts

The sequencing data were first assessed using FastQC (Babraham Bioinformatics, Cambridge, UK) for quality control. Then all sequenced libraries were mapped to the human genome (UCSC hg38) using STAR RNA-seq aligner [20] with the following parameter: “--outSAMmapqUnique 60”. The reads distribution across the genome was assessed using bamutils (from ngsutils) [21]. Uniquely mapped sequencing reads were assigned to hg38 refGene genes using featureCounts (from subread) with the following parameters: “-s 2 –p –Q 10” [22]. Quality control of sequencing and mapping results was summarized using MultiQC [23]. Genes with read count per million (CPM) > 0.5 in more than 4 of the samples were kept. The data was normalized using TMM (trimmed mean of M values) method. The median number of uniquely mapped reads obtained per sample were 28.7 million (86.96% of raw reads) with a minimum of 22.3 million and a maximum of 32 million. Differential expression analysis was performed using edgeR [24, 25]. False discovery rate (FDR) was computed from *p*-values using the Benjamini-Hochberg procedure. Complete RNA-sequencing data is available from the NCBI GEO database, accession number GSE129398.

qRT-PCR. 500 ng of RNA was used in reverse transcription reactions (High Capacity RT-cDNA Kit, Life Technologies). Real time PCR was performed using Sybr Green (Roche). Levels of mRNA expression were normalized to expression of TATA binding protein (TBP) as an internal control and are expressed relative to the mean values seen in samples from control low BMI patients. The primers used for qRT-PCR are listed in Additional file 4: Table S1

### Statistical analysis

Significant differences between groups were identified using one way Anova analysis with a Kruskal-Wallis test and a Duns Multiple Comparison post-test.

## Results

### Obese subjects have elevated ICC markers but no change in markers of PDGFRα positive fibroblasts compared to low BMI subjects

To determine if obesity is affecting the transcriptome of the stomach muscularis externa we obtained full thickness biopsy samples from transplant donors at the time of organ harvest and reevaluated the previously reported mRNA changes described in idiopathic gastroparesis subjects [9]. Tissues were obtained from low BMI control donors (Mean BMI 24.0 ± 2.8, mean age 34.8 ± 13, 4 female, 5 male, *n* = 9), high BMI control bariatric surgery patients (Mean BMI 49.2 ± 10, mean age 43.7 ± 7.5, 8 female, 2 male, *n* = 10) and low BMI subjects with idiopathic gastroparesis (mean BMI 23.2 ± 3.8, mean age 35.5 ± 10.6, 11 female, 2 male *n* = 13). The clinical data of the subjects used are summarized in Additional file 5: Table S2 Previous immune-histological studies have suggested that ICCs are decreased in patients with idiopathic gastroparesis [4, 13]. However, we did not observe any changes in mRNA encoding the ICC markers KIT or ANO1 in our previous study, although we did observed decreased expression of PDGFRα and PDGFB mRNA and in mRNAs encoding several smooth muscle contractile proteins [9]. We thus reevaluated these findings utilizing samples from low BMI transplant donors as controls. This analysis revealed that the ICC markers KIT and ANO1 were significantly higher in the muscularis of control subjects with high BMI as compared to those with low BMI (Fig. 1a). KIT mRNA was also significantly higher in idiopathic gastroparesis subjects with low BMI, compared to the low BMI control patients. Consistent with our previous studies there was no significant difference in these mRNAs between the high BMI control subjects and the idiopathic gastroparesis patients. In contrast to KIT and ANO1 mRNA expression, PDGFRα and PDGFB mRNAs were not significantly changed in high BMI control subjects as compared to the low BMI control subjects (Fig. 1b). However, these mRNAs were significantly decreased in the low BMI gastroparesis subjects compared to the low BMI control subjects or high BMI control subjects (Fig. 1b).

**Fig. 1:**
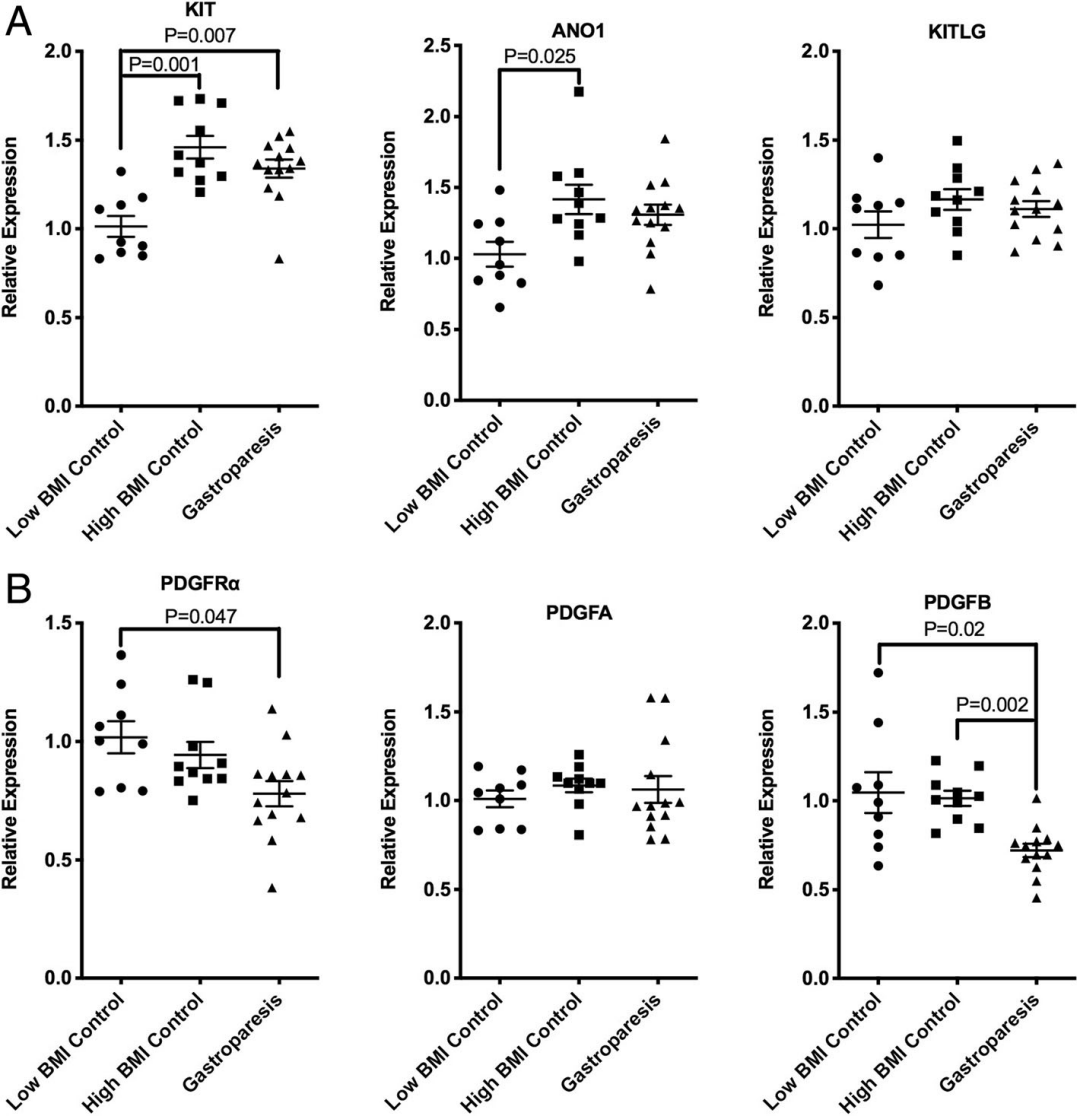
Increased KIT and ANO1 mRNA in obese subjects, decreased PDGFRα and PDGFB mRNA in subjects with gastroparesis**.** Total RNA was isolated from the muscle layer of biopsies obtained from 9 control subjects with low BMI, 10 control subjects with high BMI and 13 subjects with idiopathic gastroparesis and low BMI. qRT-PCR was used to measure the expression of each of the mRNAs indicated. Data presented were normalized to an internal control encoding TBP and are expressed relative to levels in the control low BMI subjects. Relative expression =2^-ΔΔCt^, where ΔΔCt = (Ct_High BMI or Gastroparesis_-Ct_TBP_) – (Ct_Low BMI control_-Ct_TBP_). Each point represents an individual subject. The mean ± SEM are also indicated. Significant differences between groups were identified using one-way Anova analysis with a Kruskal-Wallis test and a Duns Multiple Comparison post-test

### mRNAs encoding some smooth muscle contractile proteins were elevated both in obese subjects and in subjects with gastroparesis

In contrast to our previously reported decreases in expression of mRNAs encoding some contractile proteins in idiopathic gastroparesis subjects compared to high BMI control subjects [9], when compared to low BMI transplant donor controls, idiopathic gastroparesis subjects had elevated levels of mRNAs encoding MYH11, ACTA2 and MYLK1 (Fig. 2). Interestingly MYH11, MYLK1 and ACTAG2 mRNAs were also significantly elevated in high BMI control subjects compared to low BMI control subjects, this was accompanied by a significant elevation in SRF mRNA (Fig. 2). This elevation in the high BMI control group could account for our previous finding of decreased expression of these mRNAs in idiopathic gastroparesis subjects as compared to high BMI control subjects [9].

**Fig. 2:**
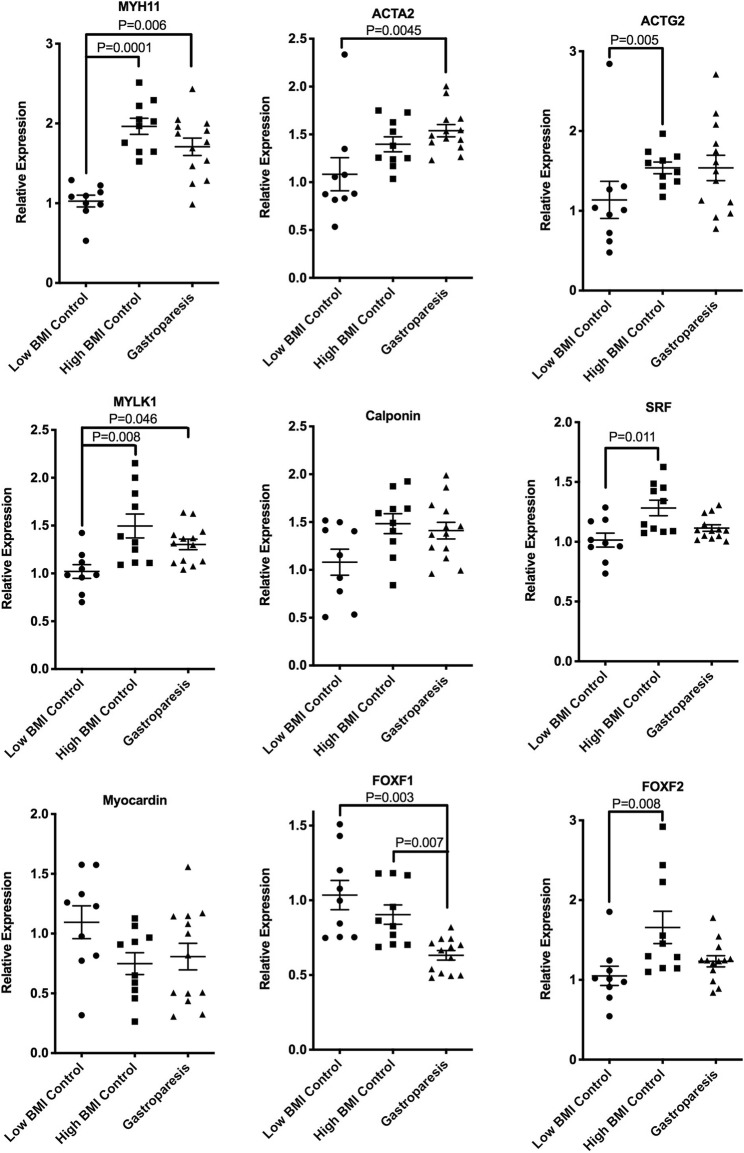
mRNAs indicative of contractile smooth muscle are elevated in the muscularis of obese subjects and in subjects with gastroparesis**.** Total RNA was isolated from the muscle layer of biopsies obtained from 9 control subjects with low BMI, 10 control subjects with high BMI and 13 subjects with idiopathic gastroparesis and low BMI. qRT-PCR was used to measure the expression of each of the indicated mRNAs. Data presented were normalized to an internal control encoding TBP and are expressed relative to levels in the control low BMI subjects. Relative expression =2^-ΔΔCt^, where ΔΔCt = (Ct_High BMI or Gastroparesis_-Ct_TBP_) – (Ct_Low BMI control_-Ct_TBP_). Each point represents an individual subject. The mean ± SEM are also indicated. Significant differences between groups were identified using one-way Anova analysis with a Kruskal-Wallis test and a Duns Multiple Comparison post-test

### Obesity and gastroparesis are associated with distinct but overlapping gastric muscularis transcriptomes

Together, the data described above, suggest that obesity has a significant impact on mRNA expression in the stomach muscularis. These findings may significantly alter the interpretation of previous data that utilized tissues obtained from obese patients as controls. For example, increased expression of mRNAs in stomach muscularis of obese subjects may result in an apparent decrease in these mRNAs in gastroparesis subjects when in fact they may be unchanged or increased compared to low BMI control subjects. To evaluate this possibility more fully we performed a whole transcriptome RNA-sequencing analysis of the muscularis obtained from low BMI control donors (Mean BMI 24.8 ± 3.3, mean age 38.5 ± 15.7, 3 female and 3 male, *n* = 6), high BMI control bariatric surgery patients (Mean BMI 51.9 ± 11.5, mean age 44.8 ± 8.9, 3 female and 3 male, n = 6) and low or high BMI subjects with gastroparesis (mean BMI 24.2 ± 4.6, mean age 41 ± 7.9, all female, n = 6 and mean BMI 36.6 ± 1.8, mean age 43 ± 17.9, 3 female and 1 male, *n* = 4, respectively). 

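The RNA came from the muscularis, the muscle layer of the stomach that holds smooth muscle, interstitial cells of Cajal, enteric nerves, vessels and connective tissue, in 22 libraries: 6 from low BMI controls, 6 from high BMI controls, 6 from low BMI subjects with idiopathic gastroparesis and 4 from high BMI subjects with idiopathic gastroparesis. The authors aligned the reads to hg38 with STAR 2.5.2b and counted read pairs per gene by strand with featureCounts, leaving out pairs with a mapping quality under 10, and the deposited table gives the count and the log2 RPKM of 16400 genes in every library. Total counts per library ranged from 15035198 to 23161310, with a median of 21032832. Starting from the counts, 19 genes of the Y chromosome and of the XIST locus were left out, and the 16186 genes with a CPM over 0.5 in more than 4 libraries were tested. Counts were normalized by TMM and compared with the quasi-likelihood test of edgeR in 1 fit over the 4 groups, and p values were adjusted by the Benjamini-Hochberg method. A gene is called changed, as in the paper, at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. Levels are given in CPM with the SD over the libraries of a group. For groups of genes, 30 lists of cell type markers and pathway members were compared with all other genes by camera at a preset correlation between genes, and 72 of 180 tests had an adjusted p under 0.05. With the correlation estimated for each list, 0 of them did, and 19 did at an unadjusted p under 0.05, while fry, which tests a common direction, gave 25. All low BMI controls were transplant donors and no other subjects were, so the source of the tissue cannot be separated from this group. The paper's second comparison, within subjects of the same gender, was not repeated.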

To visualize the overall differences in mRNA expression between each of the groups of samples we performed a heat map analysis on all genes that were found to be significantly different between any group of samples as determined by an ANOVA analysis with an FDR cutoff of < 0.05. For the heat map analysis sample grouping was assessed using a complete linkage analysis together with a Pearson distance analysis (Heatmapper). This analysis clearly showed that the samples obtained from control patients with a low BMI clustered away from both the samples from control patients with high BMI and the samples from subjects with idiopathic gastroparesis (Fig. 3). 

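Among the genes that set the low BMI controls apart, PLA2G2A, a secreted phospholipase, had 52.5 ± 37.8 CPM (SD, n = 6) in the low BMI controls against 5.04 ± 2.41 (n = 6) in the high BMI controls, 3.07 ± 1.14 (n = 6) in low BMI gastroparesis and 4.73 ± 2.02 (n = 4) in high BMI gastroparesis. LUM, which encodes the matrix proteoglycan lumican, went the other way, with 89.9 ± 52.1 CPM (SD, n = 6) in the low BMI controls against 299 ± 51.1, 383 ± 91.5 and 404 ± 128 in the same order. PLA2G2A lies on chromosome 1 from 19975431 to 19980439 of hg38 and LUM on chromosome 12 from 91103455 to 91111765. In all, 1576 of the tested genes differed between any of the 4 groups at an adjusted p under 0.05 in edgeR. Over these genes, each scaled to Z-scores, the distance between low BMI control libraries, 1 minus Pearson's r across genes, was 0.428 ± 0.107 (mean and SD, 15 pairs), and their distance was 1.45 ± 0.092 to the libraries of low BMI gastroparesis (36 pairs) and 1.57 ± 0.085 to those of high BMI gastroparesis (24 pairs). Divided into 4 clusters by complete linkage, the tree held the 6 low BMI controls in a cluster of their own, and the nearest library of each of the 22 libraries was in its own group. The genes were chosen because they differ between the groups, so the distances describe the separation and do not test it. The count was 985 genes without low BMI control replicate 4, and without both replicates 4 and 5, a choice made after seeing the data, it was 916.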

Interestingly the high BMI control samples clustered closer to the idiopathic gastroparesis samples than the low BMI control samples. 

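Compared directly with the high BMI controls, low BMI gastroparesis had 14 genes lower and 3 higher. In the paper, sleeve gastrectomy tissue was sampled once the stomach was out of the body, and other tissue laparoscopically. The sample titles do not say which high BMI controls this covers. Collection may thus also differ between these groups, which was not tested. Among the lower genes were APOLD1, an endothelial gene that is quickly induced, at a log2 fold change of -3.53 (standard error 0.55, adjusted p = 0.00450 from edgeR), CEBPD, a transcription factor of acute phase and glucocorticoid responses, at -2.81 (0.48, 0.00770) and NFKBIA, the inhibitor that NF-kB itself induces, at -1.47 (0.20, 0.00108). All 3 were lower in each of the 6 libraries than in every high BMI control library. The higher genes, named after their values were seen, were ECEL1 at 2.06, CX3CR1, a receptor of monocytes and macrophages, at 1.62 and the MIR145 locus, whose reads in an mRNA library give no level of the mature microRNA, at 1.02. APOLD1 lies on chromosome 12 from 12725917 to 12791465, CEBPD on chromosome 8 from 47736914 to 47738164 and NFKBIA on chromosome 14 from 35401510 to 35404754. Of 15 genes of the glucocorticoid response, 2 were lower and none was higher (8 lower when adjusted over the list alone), with a median log2 fold change of -1.07 (camera adjusted p = 1.42e-14, adjusted p = 0.147 with an estimated correlation). Of 26 immediate early genes, 1, KLF2, was called lower and none higher (6 lower when adjusted over the list alone), all 26 values were below 0, and the median was -1.87 (camera adjusted p = 1.12e-15, adjusted p = 0.377 with an estimated correlation). High BMI gastroparesis had 2 genes lower than the high BMI controls, PDK4 and the MIR5690 locus, and 0 higher in edgeR, with 2109 genes at an unadjusted p under 0.05, while the likelihood ratio test called 20 genes, DESeq2 16 and limma 53. Both calls were lost without any 1 of high BMI gastroparesis replicates 1, 2 and 4 and in a fit on these 2 groups alone, and 7 of 100 splits of the same libraries called at least the 1 gene that this fit called, so chance cannot be excluded. By the distance over the genes that differ between groups, the high BMI control libraries lay 1.08 ± 0.133 (mean and SD, 36 pairs) from the low BMI controls, 1.09 ± 0.132 (36 pairs) from low BMI gastroparesis and 1.10 ± 0.141 (24 pairs) from high BMI gastroparesis, and the top split of the tree put all 6 with the low BMI controls. Over the 1000 most variable genes the distances were 1.09 ± 0.072, 1.08 ± 0.080 and 1.02 ± 0.086. In both cases they differed by less than the spread between pairs. With unscaled log2 CPM the mean distances were 0.069 from the low BMI controls and 0.038 from gastroparesis. The call of CX3CR1 was lost without any 1 of high BMI control replicates 1 to 5 or of low BMI gastroparesis replicates 1, 2, 3, 4 and 6, and that of MIR145 without any 1 of high BMI control replicates 3 and 4 and low BMI gastroparesis replicates 1 and 5. A fit on low BMI gastroparesis and the high BMI controls alone called 37 genes lower and 7 higher.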

As expected the samples obtained from control subjects with high BMI were also distinct from those obtained from subjects with gastroparesis regardless of the BMI of the gastroparesis subjects. Although the samples from high and low BMI idiopathic gastroparesis subjects separated from each other they were more similar to each other than to either of the control groups (Fig. 3).

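High and low BMI gastroparesis shared rises in the matrix genes FNDC1 and TNN, which were also called higher in the high BMI controls (1.86, adjusted p = 0.0427, and 1.96, 0.00928, from edgeR). FNDC1, a fibronectin domain protein, had a log2 fold change against the low BMI controls of 2.62 (standard error 0.48, adjusted p = 0.00205 from edgeR) at low BMI and of 3.44 (0.52, 0.000442) at high BMI, and TNN, a tenascin, of 2.74 (0.39, 0.000284) and 2.49 (0.41, 0.000839). FNDC1 lies on chromosome 6 from 159169397 to 159272108 and TNN on chromosome 1 from 175067858 to 175148066. In total 279 genes were called in the same direction in both. The 2 comparisons use the same controls, and independent lists would share 7.86. In 20 simulations of unchanged groups edgeR called 0 genes in either gastroparesis group. With nothing called, none could be shared, so they do not show how far shared controls raise this overlap. With separate low BMI controls a median of 100.5 genes (64 to 116 over 20 splits) were shared. Each comparison then had only 3 controls, and medians of 387 and 386.5 genes were called at low and high BMI, against 525 and 489 with all controls. The lower overlap therefore does not measure the sharing of controls alone. Between the gastroparesis groups themselves edgeR called 0 genes, while its likelihood ratio test called 3, DESeq2 5 and limma 4, and 988 genes had an unadjusted p under 0.05. Only IGFBP7, a secreted binding protein of insulin-like growth factors, had an adjusted p under 0.05 in edgeR, with a log2 fold change of 0.80 (standard error 0.12, adjusted p = 0.0149) in high against low BMI gastroparesis. It was picked after its value was seen. The distance between libraries of these groups was 0.646 ± 0.117 (24 pairs), beside 0.594 ± 0.125 (15 pairs) within low BMI gastroparesis and 0.375 ± 0.106 (6 pairs) within high BMI gastroparesis, and the groups parted when the tree was divided into 5 clusters. With limma the call of FNDC1 at low BMI was lost.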

**Fig. 3:**
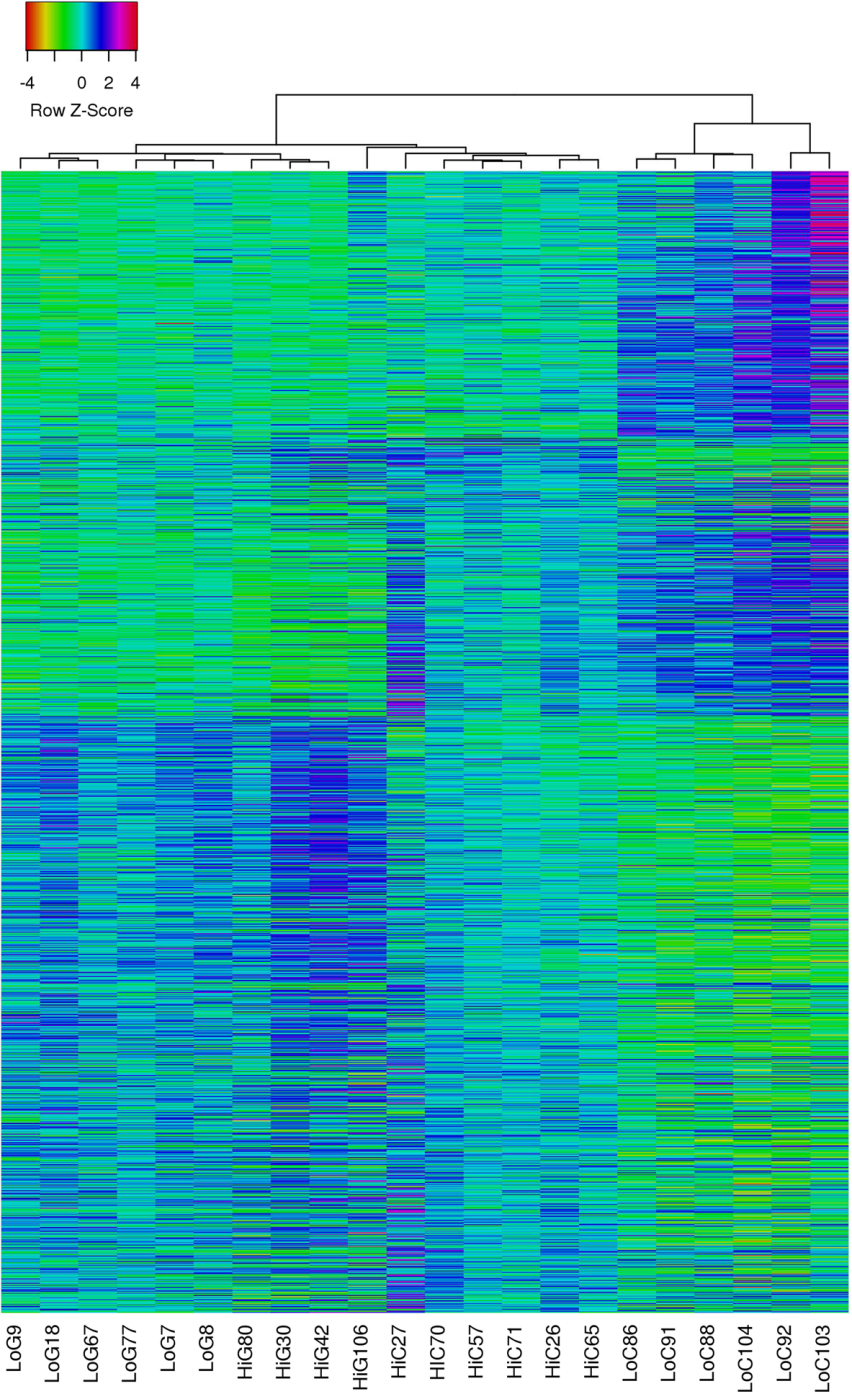
Heatmap linkage analysis illustrates distinct differences in the transcriptome in control, obese and gastroparesis subjects. To visualize the overall differences in mRNA expression between each of the groups of samples used for RNA sequencing we performed a heat map analysis on all genes that were found to be significantly different between any group of samples as determined by an ANOVA analysis with an FDR cutoff of < 0.05. Expression data were exported from edgeR software and average log2-counts-per-million were imported into Heatmapper (www.heatmapper.ca). For the heat map analysis sample grouping was assessed using a complete linkage analysis together with a Pearson distance analysis. LoC- low BMI control, HiC-high BMI control, LoG- low BMI gastroparesis, HiG-high BMI gastroparesis

To begin to identify which changes in mRNA expression were associated with gastroparesis as opposed to obesity we first compared differentially expressed genes in each group as shown in Fig. 4. Differentially expressed genes were analyzed in two different ways, in the first, log2 fold changes were calculated on all samples relative to the low BMI samples, the resultant gene sets were then filtered to remove genes located on the Y chromosome. In a second approach samples were compared only to other samples obtained from subjects of the same gender (Additional file 6: Table S3) Differentially expressed genes were then filtered to those exhibiting a logFC of − 1 or less or of + 1 or greater with a FDR of < 0.05 (i.e. genes with a 2 or greater-fold change in expression). Within these data, we identified those genes whose expression was altered irrespective of which method of analysis we used (Y chromosome filtered or gender based) and then compared those genes identified in each group (Fig. 4). 

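Against the low BMI controls, the matrix gene KERA and the Wnt modulator gene SFRP4 were higher in all 3 groups, and the acute phase gene SERPINA3 and the lipid enzyme gene LPL were lower. Among the higher genes, KERA, a proteoglycan of the matrix, had a log2 fold change of 2.48 (standard error 0.45, adjusted p = 0.00502 from edgeR) in the high BMI controls, 3.01 (0.45, 0.000394) in low BMI gastroparesis and 2.95 (0.48, 0.000683) in high BMI gastroparesis, and SFRP4, a secreted modulator of Wnt signaling, of 2.25 (0.37, 0.00217), 2.40 (0.37, 0.000429) and 2.62 (0.39, 0.000442). SERPINA3, a protease inhibitor, had a log2 fold change of -2.45 (0.29, 0.000230), -2.59 (0.29, 4.64e-05) and -2.66 (0.35, 0.000143) in the same order, and LPL, lipoprotein lipase, of -1.50 (0.28, 0.00582), -1.49 (0.28, 0.00236) and -1.93 (0.33, 0.000962). For KERA, SFRP4 and LPL every library of the 3 groups lay beyond every low BMI control library, as did those of the high BMI controls and high BMI gastroparesis for SERPINA3. KERA lies on chromosome 12 from 91050494 to 91058354, SFRP4 on chromosome 7 from 37905933 to 37916923, SERPINA3 on chromosome 14 from 94612377 to 94624053 and LPL on chromosome 8 from 19939071 to 19967259. In low BMI gastroparesis CX3CR1 (2.35), GLI1, a transcription factor of hedgehog signaling (2.36), and PMP2, a lipid binding protein of glia (2.38), also rose, and MAFF (-4.64) and CDKN1A, a cell cycle inhibitor (-3.82), fell. In high BMI gastroparesis the rises included THBS4, a thrombospondin of the matrix (1.99), and MYO5B (2.57), and the falls ACSM3 (-3.99) and NNMT (-2.79). Of 14 genes of fibroblasts and matrix, 1, 1 and 2 were higher in the high BMI controls, in low BMI gastroparesis and in high BMI gastroparesis, with the same counts when adjusted over the list alone. The medians were 0.21, 0.45 and 0.57 (camera adjusted p = 0.00340, 1.84e-05 and 8.9e-07, and adjusted p = 0.483, 0.315 and 0.274 with an estimated correlation). Altogether 150 genes were called in the high BMI controls, 83 higher and 67 lower, 525 in low BMI gastroparesis, 251 higher and 274 lower, and 489 in high BMI gastroparesis, 297 higher and 192 lower. The high BMI controls had 83 called genes without low BMI control replicate 4, without low BMI control replicate 1 they had 233 and without high BMI control replicate 5 they had 90. Their balance of directions turned with the likelihood ratio test (138 higher and 161 lower) and DESeq2 (136 and 157). It also turned without low BMI control replicate 1 (104 and 129), 3 (79 and 135) or 6 (50 and 59). With both low BMI control replicates 4 and 5 left out, chosen after seeing the data, the 3 counts were 105, 267 and 388, and CDKN1A at -1.73 was no longer called. The balance of directions in low BMI gastroparesis turned without low BMI control replicate 5 (247 higher and 142 lower), with limma (235 and 132) and without both replicates (185 and 82). It also turned with upper quartile normalization (297 and 235) and in a fit on these 2 groups alone (179 and 138). The same held without low BMI control replicate 4 (188 and 175) and without any 1 of the 6 low BMI gastroparesis libraries. Without high BMI gastroparesis replicate 2 that group had 231 higher and 103 lower.

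**Figure D1:**
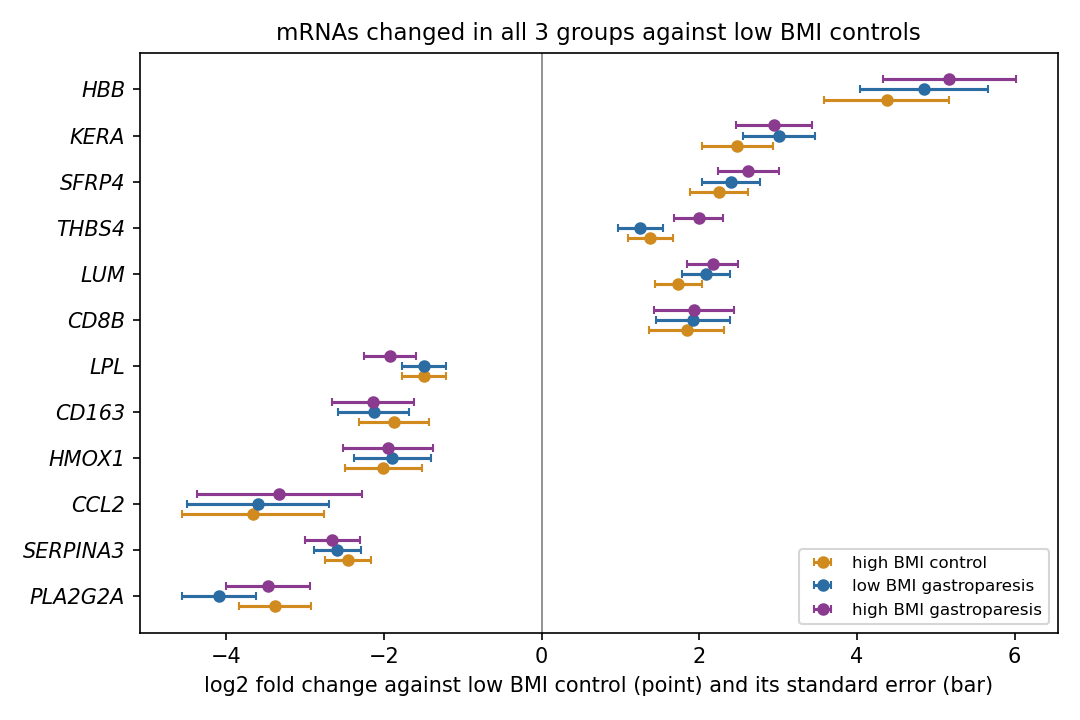
Log2 fold changes against the low BMI controls of 12 genes in the high BMI controls and both gastroparesis groups, drawn as points with bars of 1 standard error. The lower genes lie at or below -1.49 (LPL) and the higher genes at or above 1.25 (THBS4) in every group.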

From this analysis, we identified 264 genes that were differentially expressed in the high BMI control group compared to the low BMI control group, 527 genes that were differentially expressed in the low BMI gastroparesis group compared to the low BMI control group and 567 genes that were differentially expressed in the high BMI gastroparesis group compared to the low BMI control group (> 2 fold, FDR < 0.05, Fig. 4). Ingenuity pathway analysis of each of these groups of genes revealed a marked similarity in canonical pathways affected with, granulocyte adhesion and diapedesis, osteoarthritis and atherosclerosis signaling being within the top 5 affected pathways shared between all groups (Fig. 4). This finding is consistent with the previously reported studies which reported immune dysregulation in human gastroparesis and the general idea that obesity is associated with inflammation [10]. It is however, important to note that the about two thirds of the genes within these pathways that were significantly changed were down-regulated rather than being upregulated, in samples from obese patients and in samples from patients with gastroparesis. 

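Of 57 tested genes of granulocyte adhesion and diapedesis, the passage of white cells through vessel walls, 2 were lower and none higher in the high BMI controls, 12 were lower and none higher in low BMI gastroparesis, and 3 were lower and 1 higher in high BMI gastroparesis. Adjusted over the list alone, 9 were lower and 3 higher, 18 lower and 1 higher, and 3 lower and 1 higher. MMP19, a matrix metalloproteinase, fell in all 3 groups, with log2 fold changes of -3.36 (standard error 0.84, adjusted p = 0.0386 from edgeR), -3.87 (0.86, 0.00805) and -3.53 (1.00, 0.0234), and CXCL2, a chemokine that attracts neutrophils, had -4.08 (0.99, 0.0137) in low BMI gastroparesis. The member that rose in high BMI gastroparesis was CXCL12, a chemokine of stromal cells, at 1.00 (0.22, 0.00595). As a list these genes did not pass the camera test against all other genes in any of the 3 groups, with medians of -0.22, -0.34 and -0.25 (camera adjusted p = 1.00, 0.189 and 0.809). The last test pointed upward, opposite to its median. Of 12 markers of neutrophils, 0, 6 and 1 were lower and none higher (5, 12 and 2 lower when adjusted over the list alone), with medians of -1.60, -3.03 and -2.19 and camera adjusted p = 0.975, 0.0328 and 0.435. The first test pointed upward, opposite to its median, and the second had an adjusted p = 0.844 with an estimated correlation. When low BMI control replicates 4 and 5 were left out, chosen after seeing the data, the neutrophil medians were 1.21, 0.40 and 0.97, those of the granulocyte list 0.28, 0.09 and 0.46, and MMP19 in the high BMI controls had a log2 fold change of 0.01. With only low BMI control replicate 5 left out, the granulocyte median in the high BMI controls was 0.15, MMP19 there had -1.08 and CXCL2 in low BMI gastroparesis -2.17, both without a call. The call of MMP19 in the high BMI controls was also lost without low BMI control replicate 4 or any 1 of the 6 high BMI controls, that in high BMI gastroparesis without low BMI control replicate 5 (-1.25) or any 1 of replicates 1 to 3 of that group, and that of CXCL12 without any 1 of low BMI control replicates 2, 4 and 6 and high BMI gastroparesis replicate 3 (0.85).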

Despite the similarities in affected pathways in the obese and gastroparesis subjects, Ingenuity analysis identified distinct potential upstream regulators that were affected in each group. For example, PI3K was the most confidently predicted upstream regulator of genes in the high BMI control group compared to the low BMI control group. 

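In the high BMI controls the falls included enzymes of fatty acid and folate metabolism, ACSM3 at a log2 fold change of -3.25 (standard error 0.57, adjusted p = 0.00380 from edgeR) and ALDH1L1 at -2.18 (0.32, 0.000877), and the rises CD1C, a marker of dendritic cells, at 2.32 (0.32, 0.000557). SREBF1, which encodes the sterol regulatory factor SREBP1, had 31.9 ± 0.672 CPM (SD, n = 6) against 70.8 ± 38.2 (n = 6) in the low BMI controls, a log2 fold change of -1.15 (0.26, 0.0221) in edgeR. HMOX1, heme oxygenase, had a mean of 5.64 CPM (n = 6) against 22.8 (n = 6), a log2 fold change of -2.01 (0.49, 0.0352) in edgeR. CXCL10, an interferon-induced chemokine that attracts T cells, had 1.89 ± 1.76 CPM (n = 6) against 0.500 ± 0.295 (n = 6), a log2 fold change that did not pass the test of edgeR (1.92, 0.51, 0.0510), with 5 of 6 libraries above every low BMI control. The likelihood ratio test and DESeq2 called it. SREBF1 lies on chromosome 17 from 17811349 to 17837011, HMOX1 on chromosome 22 from 35381067 to 35394214 and CXCL10 on chromosome 4 from 76021116 to 76023536. In low BMI gastroparesis the log2 fold changes were -0.61 (adjusted p = 0.129 from edgeR) for SREBF1, -1.90 (0.0188) for HMOX1 and 1.32 (0.105) for CXCL10, and in high BMI gastroparesis -0.54 (0.230), -1.95 (0.0270) and 1.05 (0.229). None of these 3 genes passed the edgeR test between low BMI gastroparesis and the high BMI controls (adjusted p = 0.532, 0.969 and 0.760 in the same order). The call of HMOX1 in the high BMI controls was lost without any 1 of low BMI control replicates 4 and 5 and high BMI control replicates 2 to 6, with a log2 fold change of -0.91 without low BMI control replicate 5. That of SREBF1 was lost without any 1 of low BMI control replicates 4 (-1.05) and 6 (-0.91) and high BMI control replicate 5 (-1.14). Without low BMI control replicate 5 HMOX1 was also no longer called in low (-0.80) and high BMI gastroparesis (-0.85), nor in the latter without any 1 of its 4 libraries.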

Several of the predicted PI3K target genes were further examined by qRT-PCR, of these CXCL10 was found to be specifically elevated in high BMI control subjects, whereas HMOX1 and SREBF1 were decreased both in high BMI control subjects and in low BMI subjects with idiopathic gastroparesis (Additional file 1: Figure S1). In contrast, PDGF BB and TREM1 were the most significant predicted upstream regulators of the idiopathic gastroparesis groups. 

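Most of the predicted PDGF BB targets, which include many genes that growth factors and cytokines induce quickly, were lower in low BMI gastroparesis. Of the 37 targets that the paper lists for this group (Table S4), 27 fell and 1 rose, and 36 fell and 1 rose when adjusted over the list alone. The count of 28 became 11 without low BMI control replicate 5, 15 without low BMI control replicate 4, 18 without low BMI gastroparesis replicate 3, 11 in a fit on these 2 groups alone, 6 with limma and 2 without both of low BMI control replicates 4 and 5. The study chose this list on these samples, so its direction is not independent evidence, and 14 of its genes are also on the list of immediate early genes. The targets listed for the earlier cohort are not a separate check, since 33 of these 48 genes are on the first list and 20 are immediate early genes. Of the 47 that could be tested, 27 fell and none rose in low BMI gastroparesis (38 and none when adjusted over the list alone), with a median log2 fold change of -2.17 (camera adjusted p = 7.36e-11, adjusted p = 0.591 with an estimated correlation). MYC, a transcription factor of growth, went from 122 ± 157 CPM (SD, n = 6) in the low BMI controls to 14.6 ± 2.96 (n = 6) in low BMI gastroparesis, a log2 fold change of -3.06 (standard error 0.64, adjusted p = 0.00560 from edgeR), with every library below every low BMI control, and THBS1, the matricellular protein thrombospondin 1, had -3.80 (0.81, 0.00614). The member that rose was RXRG, a retinoid receptor, at 1.12 (0.21, 0.00236). MYC lies on chromosome 8 from 127735434 to 127742951, THBS1 on chromosome 15 from 39581079 to 39598921 and RXRG on chromosome 1 from 165400922 to 165445355. In high BMI gastroparesis 5 targets of the study's own list and 6 of the earlier list fell (12 and 6 when adjusted over the list alone) and none rose, with medians of -1.59 and -1.02 (camera adjusted p = 0.000401 and 0.000531, adjusted p = 0.817 for both with an estimated correlation). In the high BMI controls CCL2, PIM1 and NAMPT, members of both lists, fell and RXRG rose. Adjusted over the list alone, 11 were lower and 1 higher in the first list and 7 lower and 1 higher in the second, with medians of -1.07 and -0.86 (camera adjusted p = 0.0121 and 0.0941, adjusted p = 0.863 for the first with an estimated correlation). The calls of PIM1 and NAMPT were lost without any 1 of low BMI control replicates 4 and 5 (-1.21 and -0.97 without replicate 5) and of the 6 high BMI controls, and that of RXRG without any 1 of low BMI control replicates 2 and 6 and high BMI control replicate 2. Tested directly against the high BMI controls, low BMI gastroparesis had 0 targets called in either list by edgeR (4 and 6 lower when adjusted over the list alone), with medians of -0.96 and -1.19 (camera adjusted p = 1.38e-09 and 4.72e-13, adjusted p = 0.612 and 0.495 with an estimated correlation). Without low BMI control replicates 4 and 5, chosen after seeing the data, the medians of the lists in low BMI gastroparesis were -0.58 and -0.40, in high BMI gastroparesis 0.22 and 0.45 and in the high BMI controls 0.47 and 0.54, and MYC at -0.94 and THBS1 at -1.01 were no longer called.

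**Figure D2:**
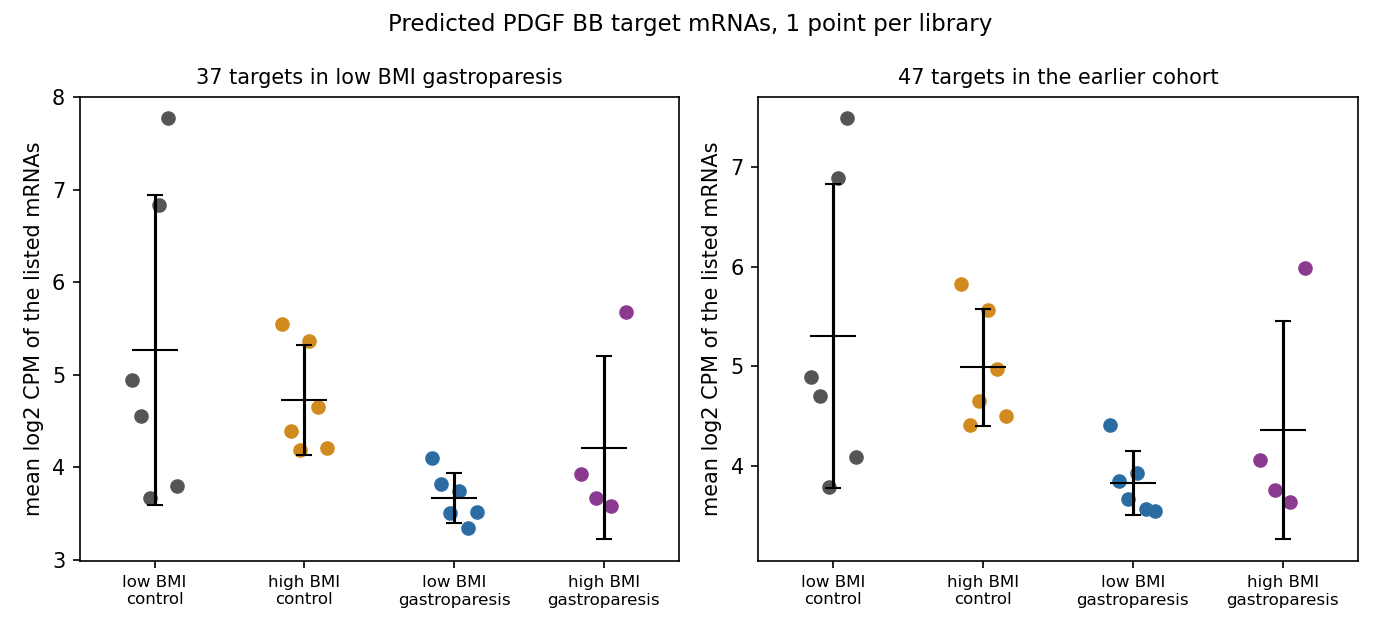
Mean log2 CPM of the 37 (left) and 47 (right) predicted PDGF BB targets in each of 22 libraries, by group, with the mean and SD of the group as a bar. In both panels low BMI control replicates 4 and 5 stand above all other libraries.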

As our initial qRT-PCR analysis revealed decreased PDGFRα and PDGFB in gastroparesis subjects (Fig. 1b) we further validated a number of the mRNAs predicted to be regulated by PDGF BB (Additional file 7: Table S4) This analysis confirmed the downregulation of almost all the predicted PDGF BB targets that we examined and revealed that these changes were specific to the idiopathic gastroparesis subjects as none of these target genes were significantly affected by obesity (Fig. 5).

**Fig. 4:**
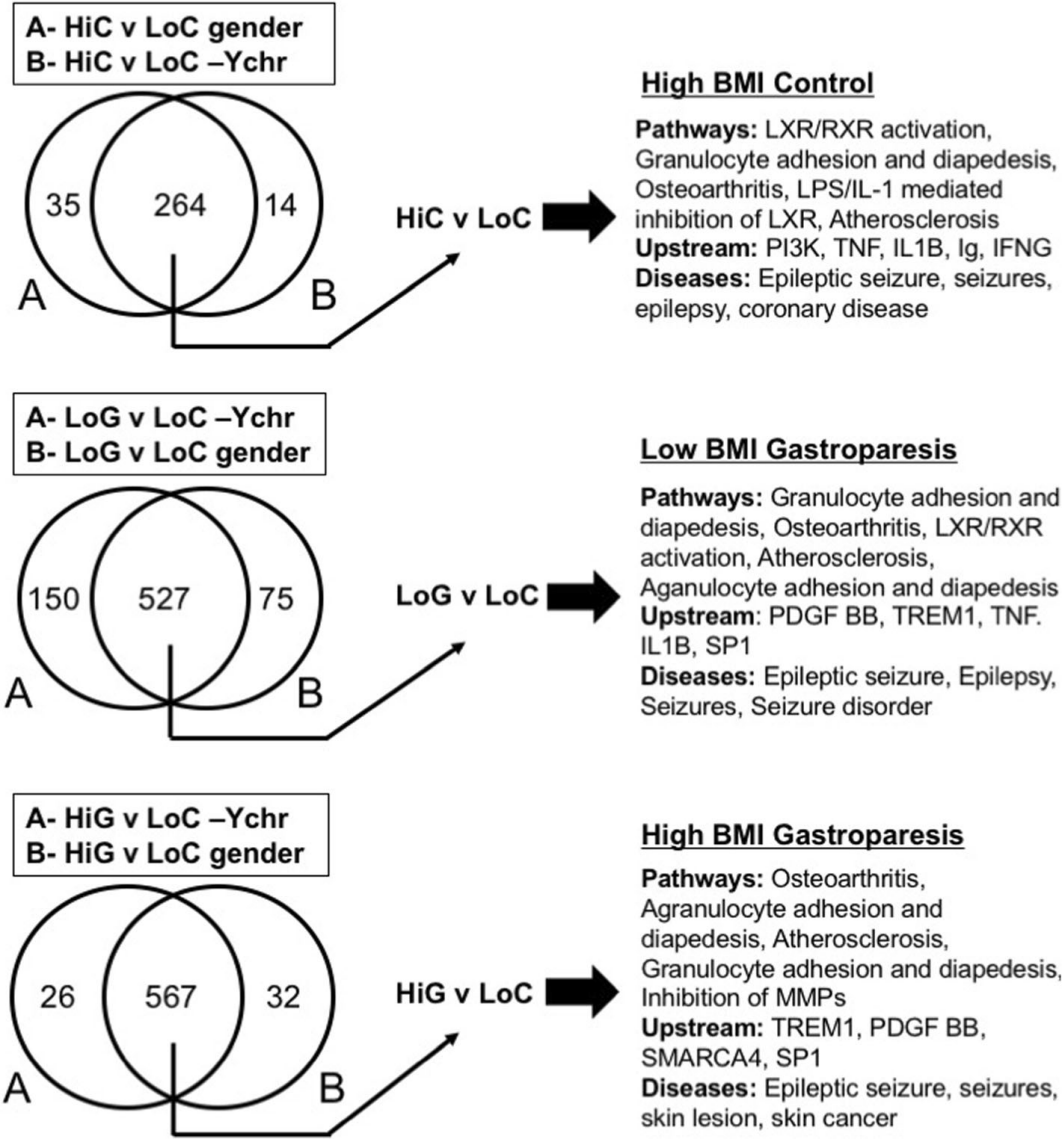
Pathway analysis of differentially expressed genes. Genes differentially expressed between either the high BMI control group (HiC) or the low (LoG) or high (HiG) BMI gastroparesis groups and the low BMI control group (LoC) were analyzed in two different ways. In the first, log2 fold changes were calculated on all samples relative to the low BMI samples, the resultant gene sets were then filtered to remove genes located on the Y chromosome. In a second approach samples were compared only to other samples obtained from subjects of the same gender (Additional file 6 : Table S3). Differentially expressed genes were then filtered to those exhibiting a logFC of − 1 or less or of + 1 or greater with a FDR of < 0.05 (i.e. genes with a 2 or greater fold change in expression). A comparison analysis was then performed to identify those genes whose change in expression was significant no matter which analysis was performed. These lists of genes were then subject to Ingenuity pathway analysis. The resultant top 5 canonical pathways, upstream regulators and diseases are shown

**Fig. 5:**
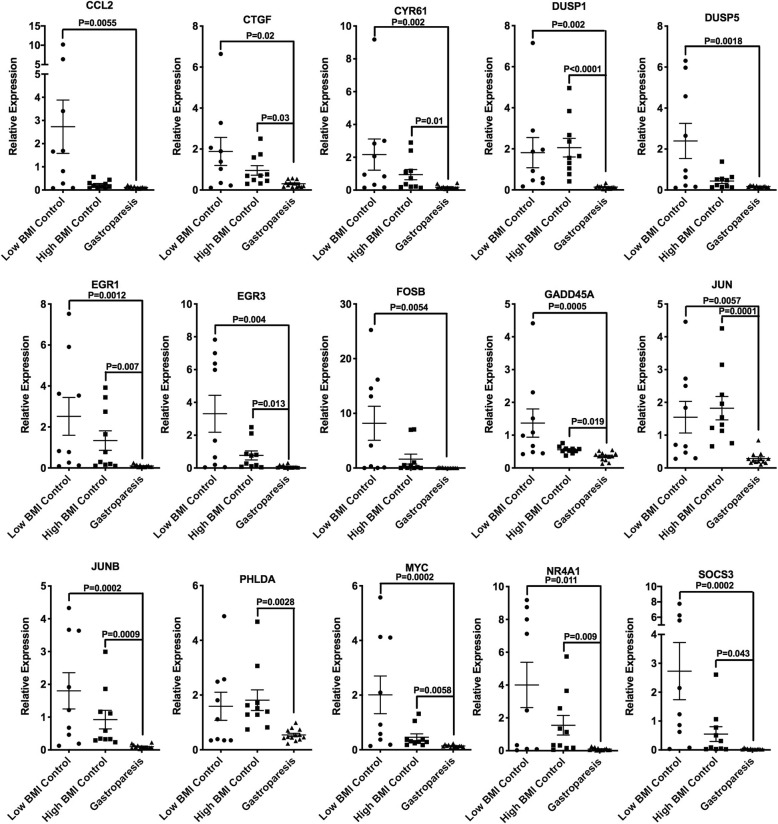
Predicted PDGF BB regulated genes are downregulated in gastroparesis subjects**.** Consistent with the qRT-PCR data shown in Fig. 1b, Ingenuity pathway analysis revealed that PDGF BB signaling may be altered in subjects with gastroparesis (Fig. 4 and Additional file 7: Table S4). Total RNA was isolated from the muscle layer of biopsies obtained from 9 control subjects with low BMI, 10 control subjects with high BMI and 13 subjects with idiopathic gastroparesis and low BMI. qRT-PCR was used to verify some of these changes in PDGF BB dependent mRNAs. Data presented were normalized to an internal control encoding TBP and are expressed relative to levels in the control low BMI subjects. Relative expression =2^-ΔΔCt^, where ΔΔCt = (Ct_High BMI or Gastroparesis_-Ct_TBP_) – (Ct_Low BMI control_-Ct_TBP_). Each point represents an individual subject. The mean ± SEM are also indicated. Significant differences between groups were identified using one-way Anova analysis with a Kruskal-Wallis test and a Duns Multiple Comparison post-test

In light of the similarities in canonical pathways affected in each of our groups of subjects we further investigated the overlap of the genes that were significantly altered in each group. The Venn diagram shown in Fig. 6 illustrates the overlaps between the genes whose expression were significantly different in samples from high BMI control subjects and low or high BMI subjects with gastroparesis as compared to the low BMI control subjects. We compiled 9 lists of differentially expressed genes representing the genes in each segment of the Venn diagram (Additional file 8: Table S5) Ingenuity pathway analysis was then performed on each of these gene lists to identify the canonical pathways, upstream activators and diseases that were enriched in each group (Fig. 6). 

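PDK4, a kinase that turns cells from glucose to fatty acid use, had a log2 fold change against the low BMI controls of 1.74 (standard error 0.46, adjusted p = 0.0481 from edgeR) in the high BMI controls, and of -1.29 (0.45, 0.0732) in low BMI gastroparesis and -1.34 (0.52, 0.0906) in high BMI gastroparesis, neither of which passed the test. Directly compared with the high BMI controls, PDK4 was lower both in low BMI gastroparesis (-3.03, standard error 0.48, adjusted p = 0.00473) and in high BMI gastroparesis (-3.09, 0.57, 0.0299). The latter call was lost without any 1 of high BMI gastroparesis replicates 1, 2 and 4 and in a fit on these 2 groups alone. PDK4 lies on chromosome 7 from 95583497 to 95596613. F2RL3, a thrombin receptor (-3.39, adjusted p = 0.00473), CITED2, a transcriptional regulator (-1.15, 0.0357), and ECEL1, a peptidase (0.0152), also differed between low BMI gastroparesis and the high BMI controls. The paper's list of 55 genes changed in the high BMI controls alone holds 52 that could be tested, of which 19 were called in the high BMI controls, 3 in low BMI gastroparesis and 0 in high BMI gastroparesis by edgeR. These 4 genes were the only members of the list to differ directly, named after their values were seen. By the calls made here, 25 genes were changed in the high BMI controls and in neither gastroparesis group. The call of PDK4 in the high BMI controls was lost without any 1 of low BMI control replicates 1, 2, 4, 5 and 6 and high BMI control replicates 1 and 3 to 6, with the lowest log2 fold change, 1.30, without high BMI control replicate 3.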

From this analysis, we noted that the mRNAs that were differentially expressed in the high BMI control samples but not affected by gastroparesis (55 mRNAs) were significantly related to diabetic neuropathy, diabetes and obesity as might be anticipated (HiC not in LoG or HiG; Fig. 6). Of the mRNAs altered in the gastroparesis groups that were not also altered in the high BMI control group only 151 were shared between the high and low BMI gastroparesis groups, whereas 239 were unique to the high BMI gastroparesis group and 206 unique to the low BMI gastroparesis group (Fig. 6). These three groups of mRNAs combined were enriched for pathways associated with granulocyte and agranulocyte adhesion and diapedesis, osteoarthritis and atherosclerosis (HiG or LoG not in HiC; Fig. 6). This group was also enriched for the upstream activators PDGF BB and TREM1 and the diseases, breast, pancreatic or ovarian cancer and seizure disorders. These observations are consistent with the findings that many PDGF BB target genes are uniquely affect by gastroparesis but not obesity (Fig. 5).

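Of the 596 genes in the paper's 3 lists, 575 could be tested, and 560 of these had the same sign of log2 fold change in the high BMI controls as in both gastroparesis groups. All 3 comparisons share the low BMI controls, and the paper chose these genes on the same libraries, both of which make signs alike. Over all tested genes, with separate low BMI controls, a median of 63.2% (55.9% to 67.3% over 20 splits) had the same sign in the high BMI controls and low BMI gastroparesis. Among the listed genes it was 91.8% (74.1% to 96.7%), which their choice on all 6 low BMI controls raises. In the direct tests, 7 genes differed between low BMI gastroparesis and the high BMI controls and 4 between high BMI gastroparesis and the high BMI controls, at an adjusted p under 0.05 from edgeR. Among the 7, DDIT4, a stress-induced inhibitor of mTOR, had a log2 fold change against the low BMI controls of -1.69 in low BMI gastroparesis and 0.93 in the high BMI controls (difference -2.61, standard error 0.44, adjusted p = 0.00672), and RASD1, a small GTPase induced by glucocorticoids, of -1.98 and 0.77 (difference -2.75, standard error 0.46, adjusted p = 0.00672). The 4 were ADAMTS7, a metalloproteinase of the matrix (difference 0.67, adjusted p = 0.0334), IGFBP7 (0.64, 0.0299), RPGR, a gene of cilia (-0.83, 0.0299), and MIR5690 (-4.02, 0.0261), named after their values were seen. By the calls made here, 610 genes were changed in gastroparesis and not in the high BMI controls: 186 in both gastroparesis groups, 234 at low BMI only and 190 at high BMI only. Such a count rests on a threshold passed in one comparison and missed in another.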

**Fig. 6:**
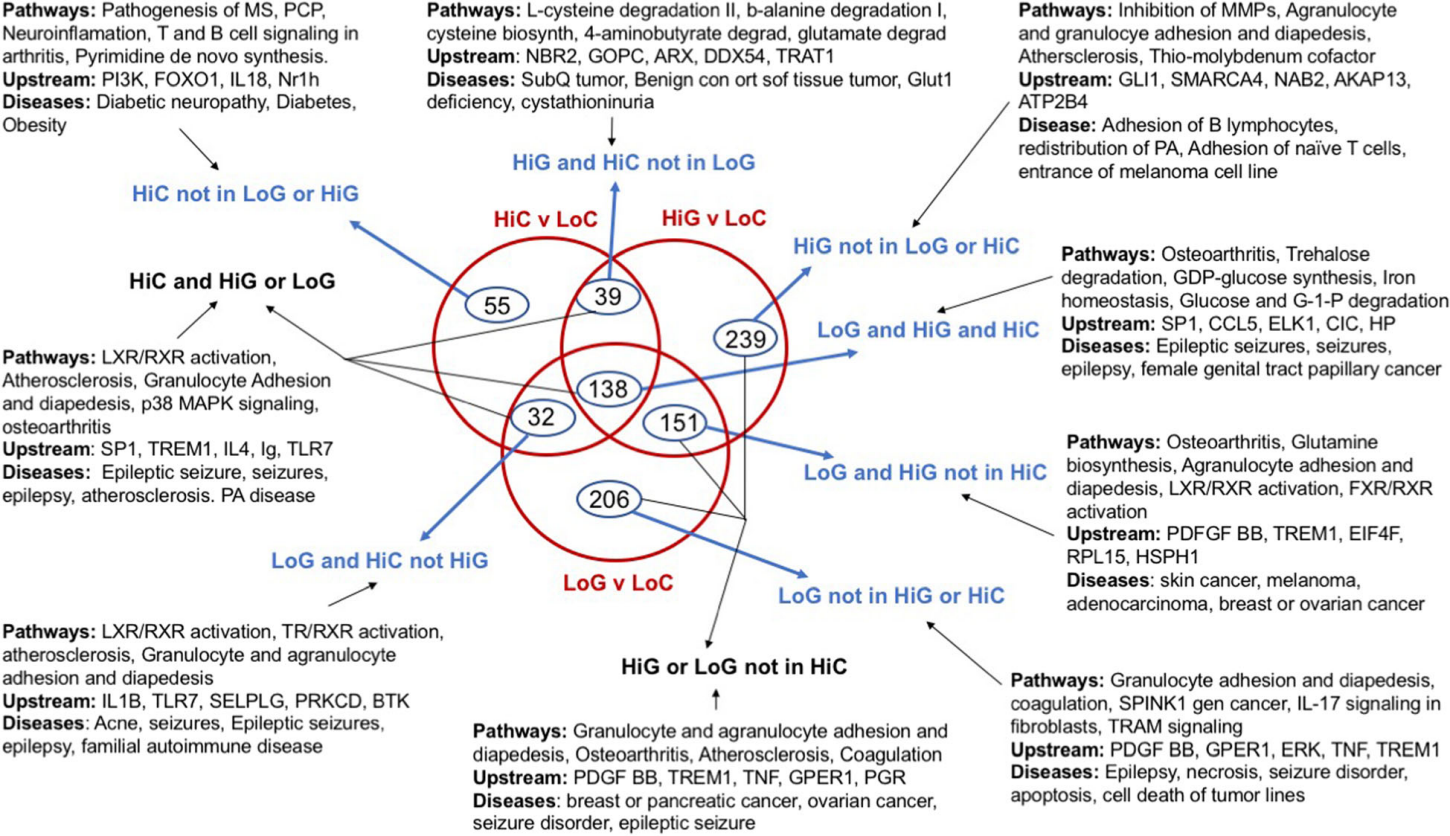
Comparison of the changes in mRNA expression in each of the subject groups**.** Comparison analysis and pathway analysis were performed using Ingenuity Pathway Analysis software. The Venn Diagram shown illustrates the numbers of mRNAs whose expression are altered 2-fold or more (FDR < 0.05) in the control subjects with high BMI (HiC) or in the gastroparesis subjects with low (LoG) or high BMI (HiG) as compared to low BMI control subjects (LoC). Ingenuity pathway analysis was performed on each of the indicted groups of genes from each segment of the Venn diagram and the top 5 canonical pathways, upstream regulators and diseases are indicated

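CD163, a scavenger receptor of macrophages, had a log2 fold change of -1.87 (standard error 0.45, adjusted p = 0.0309 from edgeR) in the high BMI controls, -2.13 (0.45, 0.00583) in low BMI gastroparesis and -2.14 (0.52, 0.0105) in high BMI gastroparesis. It lies on chromosome 12 from 7470816 to 7503818. Of 12 tested target genes of LXR, a receptor that senses oxysterols, 2 fell in the high BMI controls (3 when adjusted over the list alone), 1 in low BMI gastroparesis (1) and 0 in high BMI gastroparesis (0), and none rose. SREBF1 was among them in the high BMI controls. The medians of the list were -0.44, -0.37 and -0.41 (camera adjusted p = 5.22e-06, 0.0143 and 0.0729, adjusted p = 0.102 and 0.369 for the first 2 with an estimated correlation, and fry adjusted p = 0.000544, 0.0139 and 0.0496). Of 14 markers of macrophages, 1, 4 and 2 were lower and none higher (4, 4 and 3 lower when adjusted over the list alone), with medians of -0.68, -0.68 and -0.70 (camera adjusted p = 0.00166, 0.00435 and 0.0347, adjusted p = 0.741, 0.767 and 0.817 with an estimated correlation). The paper's list of 209 shared genes holds 202 that could be tested, of which 120 were called in the high BMI controls, 157 in low BMI gastroparesis and 151 in high BMI gastroparesis. By the calls made here, 125 genes were shared. The call of CD163 in the high BMI controls was lost without any 1 of low BMI control replicates 4 and 6 and high BMI control replicates 1, 2, 4 and 6 (-1.56 without low BMI control replicate 6).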

Pathway analysis of the 209 mRNAs shared between the high BMI control group and either the low or high BMI gastroparesis groups revealed an enrichment in pathways associated with LXR/RXR activation in addition to those associated with granulocyte adhesion and diapedesis, atherosclerosis and osteoarthritis (HiC and HiG or LoG; Fig. 6). Interestingly the most enriched upstream activator in this group was SP1. As obesity has been reported to be associated with an increased rate of gastric emptying as compared to the decreased gastric emptying characteristic of gastroparesis we hypothesized that if genes within this shared group are related to gastric emptying then they may be oppositely affected in the obesity and gastroparesis subjects. However, we found that almost all of genes within this shared group were similarly affected by both obesity and gastroparesis suggesting that they are not likely to be directly related to gastric emptying (Fig. 7).

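All 133 tested genes of the 138 that the paper lists as changed in all 3 groups had the same sign of log2 fold change in the high BMI controls, low BMI gastroparesis and high BMI gastroparesis, 70 higher and 63 lower than in the low BMI controls. Of the 202 tested genes shared between the high BMI controls and either gastroparesis group, 199 had the same sign in all 3. The exceptions were CXCR4, a chemokine receptor of leukocytes, at 1.11, -1.10 and -0.04, GADD45G at -0.12 in low BMI gastroparesis and 1.20 in high BMI gastroparesis, and ZBTB22, a gene with few reads, which was above the low BMI controls in low BMI gastroparesis (0.11) and below them in the high BMI controls and in high BMI gastroparesis, where it had no reads. They were named after their values were seen. CXCR4 (difference -2.21, standard error 0.36, adjusted p = 0.00644 from edgeR) and GADD45G (-2.63, 0.36, 0.00108) were also the only members that differed directly between low BMI gastroparesis and the high BMI controls. By the calls made here, 93 genes were changed in all 3 comparisons, 53 higher and 40 lower and each in the same direction throughout, where independent lists would share 0.0371. In 20 simulations of unchanged groups edgeR called 0 genes in either gastroparesis group. No overlap could arise there, so the simulated calls do not gauge the 93. The count was 60 without low BMI control replicate 4, 161 without low BMI control replicate 1 and 42 in fits on the 2 groups compared. All 3 comparisons use the same low BMI controls, which by itself makes their fold changes alike, and the paper chose its shared genes on these libraries, so the signs of those genes are not independent evidence. Across all tested genes, which are not independent replicates, the correlation of the log2 fold changes in the high BMI controls and in low BMI gastroparesis was 0.762, against a mean of 0.495 in 20 simulations of unchanged groups, and the covariance was 0.198 against 0.0401. With the low BMI controls split so that each of these comparisons had its own 3, the covariance had a median of 0.115 over 20 splits (0.0284 to 0.145). The paper reasons that genes related to gastric emptying may change in opposite directions in obesity and gastroparesis, and from their similar changes proposes that the shared genes are not likely to be directly related to it (Fig. 7).

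**Figure D3:**
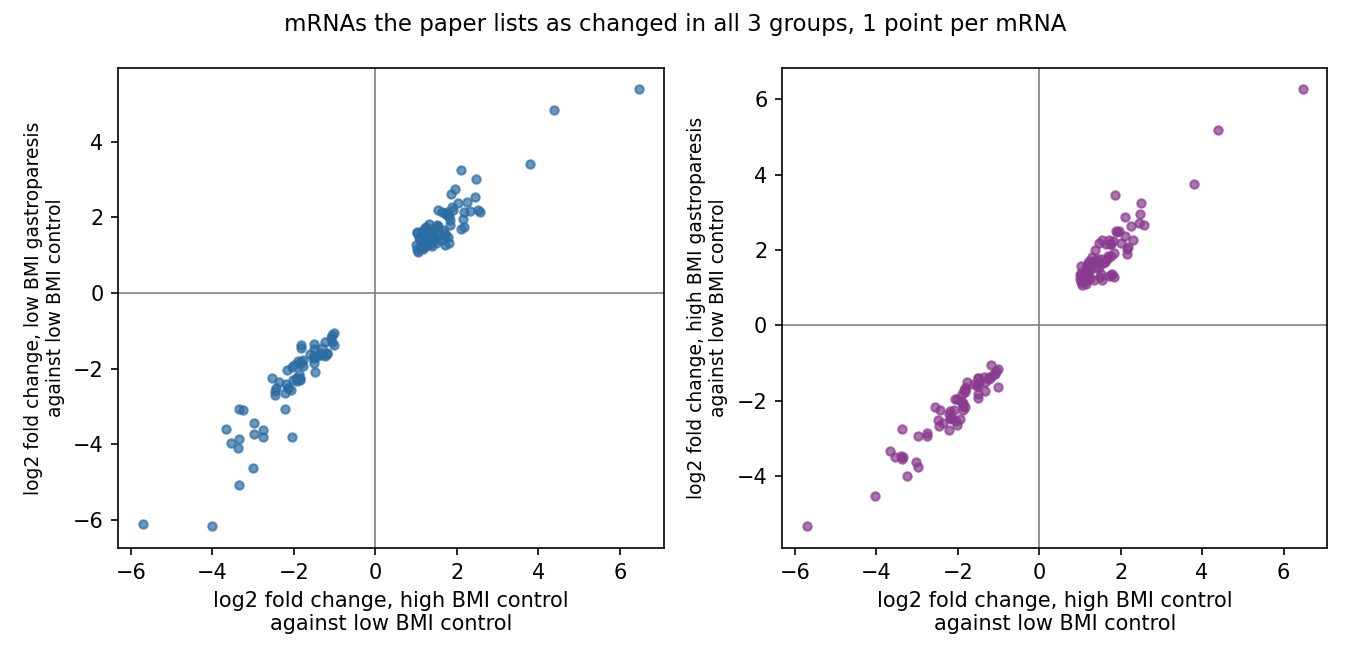
Log2 fold changes against the low BMI controls of the 133 tested genes that the paper lists as changed in all 3 groups, in the high BMI controls (horizontal) and in low (left) or high (right) BMI gastroparesis (vertical). Every point lies in the quadrants where both values have the same sign.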

**Fig. 7:**
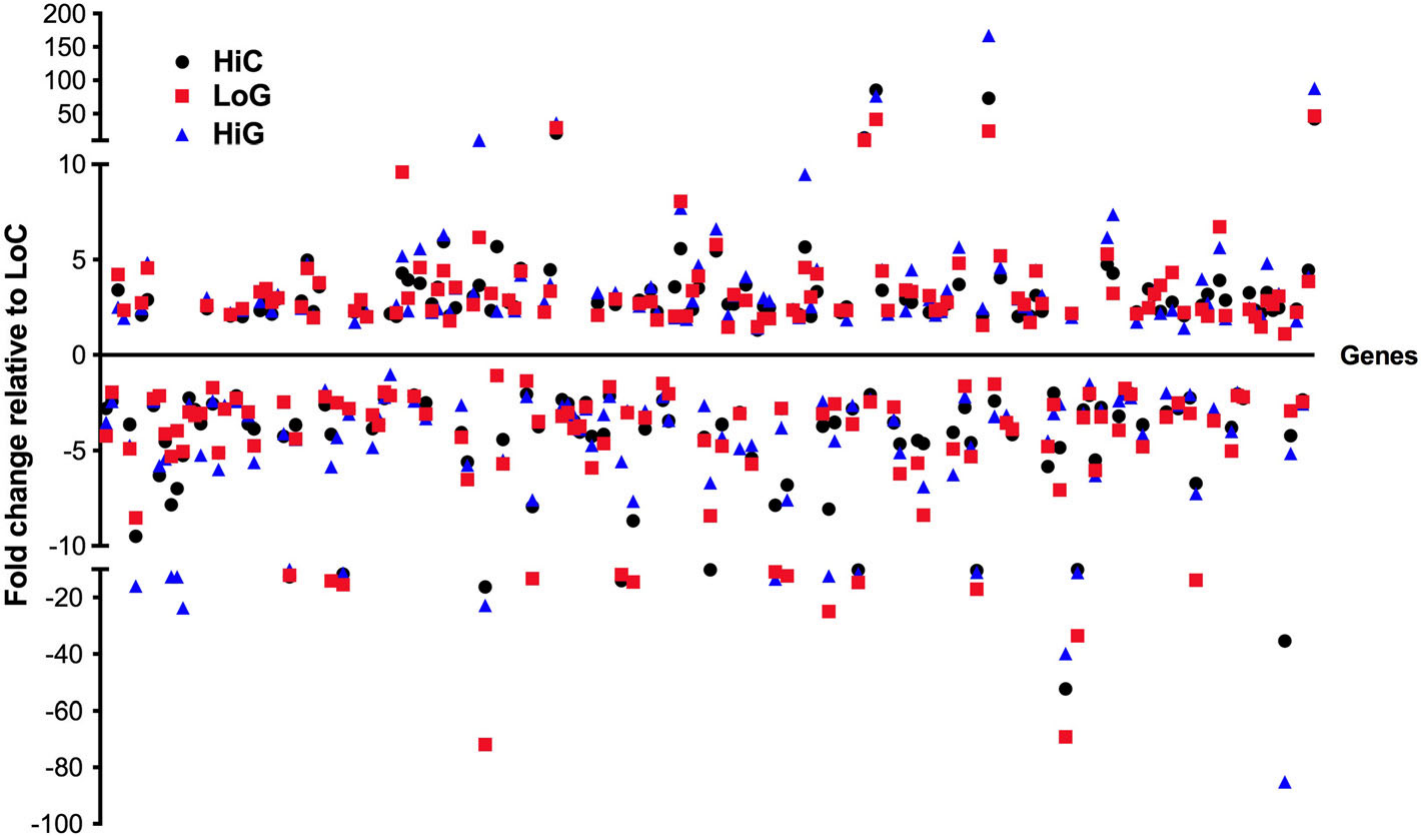
Both obesity and gastroparesis have similar effects on a core group of genes. Relative changes in expression of the common set of mRNAs whose expression was significantly altered in control subjects with high BMI (HiC) and in gastroparesis subjects with low(LoG) or high BMI (HiG) are indicated (The, LoG and HiG and HiC group of 138 genes shown in Fig. 6)

### Transcriptome changes associated with gastroparesis irrespective of the BMI of control subjects

A recent study reported results of a similar transcriptome wide analysis of changes in gene expression in the stomach of gastroparesis patients [10]. There are two major differences between this published study and the current study. Firstly, we utilized muscularis which was dissected free from mucosa and submucosa from full thickness biopsies to harvest RNA for our analysis whereas in the previous study the mucosa was simply peeled from the biopsy. Secondly, we utilized low BMI transplant donors as our control group whereas the previous study utilized subjects undergoing bariatric surgery and therefore presumably with high BMIs. To better compare the findings of the two studies we reanalyzed our data without separating the low and high BMI gastroparesis groups from each other (CombG group in Additional file 2: Figure S2; Additional file 9: Table S6) We then compared the differentially expressed genes (relative to the low BMI controls) identified in our CombG group, to the differentially expressed genes in the high BMI control group and those identified in the idiopathic gastroparesis group of the previous published study (Grover; Additional file 2: Figure S2). 

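With both gastroparesis groups taken as 1 group of 10 libraries, the genes that rose against the low BMI controls again included the matrix genes LUM at a log2 fold change of 2.12 (standard error 0.28, adjusted p = 5.92e-05 from edgeR) and FNDC1 at 3.01 (0.48, 0.000320), and those that fell included PLA2G2A at -3.81 (0.38, 1.96e-06) and CCL2, a chemokine that attracts monocytes, at -3.48 (0.72, 0.00242). In this comparison 651 genes were called, 298 higher and 353 lower. Of these, 463 were also called in low BMI gastroparesis, 363 in high BMI gastroparesis and 104 in neither. With the high BMI controls 109 were shared in the same direction. Both comparisons have the same low BMI controls, and independent lists would share 2.99. In 20 simulations of unchanged groups edgeR called 0 genes in the combined group. No call could be shared there, so they do not show how far shared controls raise the overlap. With separate low BMI controls, a test added after seeing the data, a median of 44 genes (19 to 68 over 20 splits) were shared. These splits left 3 controls per comparison and called medians of 116.5 genes in the high BMI controls and 510.5 in the combined group, against 150 and 651. The lower overlap therefore does not measure the sharing of controls alone. Of the 47 tested PDGF BB targets that the paper lists for the earlier cohort, 24 fell and none rose in the combined group. Other genes of the previous study were not available. Leaving out low BMI control replicates 4 and 5, chosen after seeing the data, 389 genes were called, 271 higher and 118 lower. More genes were also higher than lower without low BMI control replicate 5 alone (330 and 206) and with limma (299 and 183). The same held with upper quartile normalization (343 and 312) and without low BMI control replicate 4 alone (280 and 277). CCL2 had 133 ± 255 CPM (SD, n = 6) in the low BMI controls, with the highest library at 650. Its calls in low and in high BMI gastroparesis taken apart were lost without low BMI control replicate 5.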

Of the 657 differentially expressed genes in the CombG group only 157 were also identified in the previous study and 41 of these were also differentially expressed in the high BMI control group (HiC, CombG and Grover group; Additional file 2: Figure S2). Pathway analysis of the 116 mRNAs that were shared between the CombG group and the previous study but not in the high BMI control group revealed an enrichment in pathways associated with coagulation, the role of macrophages, fibroblasts and endothelial cells in rheumatoid arthritis, granulocyte adhesion and diapedesis and atherosclerosis (Grover and CombG not in HiC group; Additional file 2: Figure S2). PDGF BB was again identified as the most enriched upstream activator of this group consequently many of the most differentially expressed genes are predicted PDGF BB targets and have been verified in Fig. 5. We further validated changes in 6 additional mRNAs within this group by qRT-PCR (Additional file 3: Figure S3). 

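In the RNA-sequencing data PRKG2, a cGMP-dependent protein kinase, had 0.332 ± 0.113 CPM (SD, n = 6) in the low BMI controls, 0.566 ± 0.236 (n = 6) in the high BMI controls, 4.86 ± 6.36 (n = 6) in low BMI gastroparesis and 1.71 ± 2.16 (n = 4) in high BMI gastroparesis. In low BMI gastroparesis the libraries ranged from 0.662 to 17.1 CPM and each lay above every low BMI control, for a log2 fold change of 3.86 (standard error 0.82, adjusted p = 0.00615 from edgeR). The values in high BMI gastroparesis were 2.37 (0.87, 0.0743), with 3 libraries above and 1 below all low BMI controls, and in the combined gastroparesis group 3.43 (0.82, 0.00644). Directly against the high BMI controls, low BMI gastroparesis did not pass the test of edgeR at 3.06 (adjusted p = 0.193). PRKG2 lies on chromosome 4 from 81087370 to 81215117. The likelihood ratio test and DESeq2 called PRKG2 in high BMI gastroparesis and in the direct comparison, as did edgeR in high BMI gastroparesis without replicate 4 of that group (2.76), and limma did not call it in low BMI gastroparesis.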

Surprisingly this analysis failed to validate the most highly upregulated gene in this group, PRKG2. It might be predicted that the 360 genes whose expression was altered in the published idiopathic gastroparesis cohort but not altered in either our high BMI controls or our idiopathic gastroparesis subjects may represent genes that are changed selectively in the submucosa as this was not rigorously removed in the biopsies used in the previous study (Grover not HiC or CombG group; Additional file 2: Figure S2). Pathway analysis of these genes revealed an enrichment in genes associated with Th1/Th2 activation, phagosome formation, B cell receptor signaling and CD28 signaling (Grover not in HiC or CombG; Additional file 2: Figure S2). Predicted enriched upstream activators of this group include TNF, PDGF BB and IL2 and disease processes associated with this group include, cell movement, activation of cells, activation of blood cells, leukopoiesis and binding of blood cells (Additional file 2: Figure S2).

## Discussion

The results of our study show that obesity results in changes in mRNA expression in the gastric muscularis that reflects increased expression of markers of ICC and smooth muscle cells and a general decrease in expression of genes associated with inflammation (Figs. 1 and 2). We also observed an increase in mRNAs encoding contractile proteins in the gastric muscularis of subjects with idiopathic gastroparesis and confirmed our previously reported decreases in mRNAs associated with PDGFRα-positive fibroblasts in these subjects (Figs. 1 and 2). Altered PDGF BB signaling was further suggested from our RNA-sequencing analysis which revealed PDGF BB as a predicted upstream regulator of many of the mRNAs whose expression were specifically decreased in idiopathic gastroparesis subjects (Figs. 4 and 6, Additional file 7: Table S4).

Immuno-histological studies have suggested that numbers of ICC are decreased in patients with idiopathic and diabetic gastroparesis [13, 14, 26] However, our previous quantitative RT-PCR analysis failed to detect any changes in mRNAs characteristic of ICC (KIT, ANO1) [9]. The current study suggests that the control samples used in all the previous studies which were obtained from subjects undergoing bariatric surgery may actually have increased expression of mRNAs characteristic of ICC compared to control subjects with a low BMI (Fig. 1a). This may suggest that the reported decreases in ICC in idiopathic gastroparesis subjects may actually reflect an increase of ICC in the high BMI control subjects relative to the generally low BMI idiopathic gastroparesis subjects. However, not consistent with this interpretation is our previous and current study in which we did not detect any significant differences in expression of KIT, ANO1 or KITLG between the high BMI control subjects and the low BMI idiopathic gastroparesis subjects. Moreover, there was a significant increase in KIT mRNA expression in the idiopathic gastroparesis subjects compared to the low BMI control subjects. Together our data would suggest that as both obesity and idiopathic gastroparesis result in increased KIT mRNA expression yet these two conditions have opposing effects on gastric emptying, changes in KIT mRNA expression do not correlate with changes in gastric emptying. A limitation of our current and previous studies is that we are using changes in mRNA expression to make inferences about abundance of ICC cells, we did not directly measure ICC abundance, additionally protein levels of these ICC markers may not directly reflect mRNA levels. Conversely, the previous immune-histological studies measured numbers of ICC based on the number of KIT positive cells but did not directly measure overall KIT expression. How changes in ICC number or mRNA/protein expression affect overall ICC function and pacemaker activity will be an important question to unravel in order to fully elucidate the role of ICC in idiopathic gastroparesis.

We previously reported decreases in mRNAs encoding smooth muscle contractile proteins in the gastric muscularis of subjects with idiopathic gastroparesis as compared to high BMI control subjects [9]. However, when compared to control subjects with low BMI, mRNAs encoding contractile proteins were not decreased in low BMI idiopathic gastroparesis subjects and in fact several were significantly increased (Fig. 2). These mRNAs were also increased in the high BMI control subjects relative to the low BMI control subjects (Fig. 2). As obesity may be associated with increased gastric emptying [16, 17], the increased expression of mRNAs encoding smooth muscle contractile proteins could contribute to increased gastric motility in obese subjects. These increases in mRNAs encoding smooth muscle contractile proteins were also associated with increased expression of serum response factor (SRF) mRNA, a key transcription factor that regulates expression of many of these genes. In contrast, it is clear that increased expression of contractile proteins in idiopathic gastroparesis subjects is not likely to be resulting in impaired gastric emptying. The reason behind the increases in several of these mRNAs encoding contractile proteins in the idiopathic gastroparesis subjects is not so obvious. One possible explanation could be that this represents a compensatory mechanism that is activated in order to try to increase motility in subjects with impaired gastric emptying. This would be a very difficult mechanism to test in humans as it would be necessary to obtain biopsies from gastroparesis subjects early in the progression of their disease prior to the initiation of compensatory mechanisms, which is not clinically feasible.

Although we observed that obesity has significant effects on the mRNAs characteristic of ICC and smooth muscle cells it did not affect expression of the three mRNAs we examined that would be characteristic of PDGFRα -positive fibroblasts (Fig. 1b). Both PDGFRα and PDGFB were downregulated in idiopathic gastroparesis subjects relative to low BMI control subjects, whereas their expression was not significantly different between low and high BMI control subjects. Decreased PDGF BB signaling in idiopathic gastroparesis subjects was also suggested by upstream activator analysis of RNA-sequencing data and subsequent qRT-PCR confirmation (Figs. 4 and 6, Additional file 7: Table S4) This analysis further confirmed that these changes were specific to the idiopathic gastroparesis and were not also induced by obesity alone. Together these data provide a strong argument that decreased PDGF BB signaling may be associated with the pathogenesis of idiopathic gastroparesis. However, this must be interpreted within the limitations of our study. We have not directly measured PDGF BB signaling but rather analyzed expression of predicted target genes as a surrogate, and all these target genes are also regulated by other signaling pathways. From our studies, it is also not possible to determine if the predicted impairment in PDGF BB signaling is restricted to the PDGFRα-positive fibroblasts or if it also occurs in other cell types, as PDGF BB can also signal through PDGFRB which is expressed on other cells, including gastric smooth muscle cells [27]. Despite these limitations, given the known impact of PDGF BB on smooth muscle cell proliferation together with the importance of PDGFRα-positive fibroblasts in inhibitory neuromuscular transmission and the fact that many of the target genes we confirmed as being decreased are related to proliferation it is not unreasonable to propose that decreased PDGF BB signaling may be contributing to the pathogenesis of idiopathic gastroparesis.

Extensive data from rodent models and in vitro studies support the proposal that altered macrophage polarization plays a critical role in the pathogenesis of gastroparesis [11, 12, 28]. Recent human studies further support this model in showing that there is an increased percentage of mRNAs related to M1 macrophages in subjects with idiopathic gastroparesis [10]. The majority of the canonical pathways affected by gastroparesis in the current study were also related to inflammation. However, we noted that many of the genes in these pathways were downregulated. 

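CCL2, which attracts monocytes, had a log2 fold change of -3.59 (standard error 0.90, adjusted p = 0.0162 from edgeR) in low BMI gastroparesis and -3.33 (1.05, 0.0396) in high BMI gastroparesis, and IL1R1, the signaling receptor of interleukin 1, of -1.60 (0.43, 0.0229) and -1.55 (0.49, 0.0407). IL1B, interleukin 1 beta, had 2.72 ± 5.24 CPM (SD, n = 6) in the low BMI controls and 0.222 ± 0.162 (n = 6) in low BMI gastroparesis, a log2 fold change of -3.55 (0.99, 0.0284) in edgeR, and 0.482 ± 0.335 (n = 4) in high BMI gastroparesis, which did not pass the test of edgeR at -2.48 (1.07, 0.127). The decoy receptor IL1R2 (-3.86, adjusted p = 0.0127), the receptor antagonist IL1RN (-4.34, 0.0175), the feedback inhibitor SOCS3 (-5.47, 0.00702) and the adhesion molecule ICAM1 (-2.21, 0.0283) also fell in low BMI gastroparesis. In high BMI gastroparesis their values were -2.93 (0.0586), -3.59 (0.0550), -2.36 (0.198) and -1.65 (0.120), none past the test. SPP1, osteopontin, did not pass the test at -0.76 (0.129) and -0.80 (0.147). Of 24 tested genes of the NF-kB and IL-6 family response, 16 fell in low BMI gastroparesis (17 when adjusted over the list alone) and 5 in high BMI gastroparesis (7), and none rose. The medians were -2.31 and -1.60 (camera adjusted p = 1.8e-09 and 0.000503, adjusted p = 0.483 and 0.767 with an estimated correlation). CCL2 lies on chromosome 17 from 34255277 to 34257201, IL1R1 on chromosome 2 from 102070376 to 102179874 and IL1B on chromosome 2 from 112829760 to 112836779. Without low BMI control replicates 4 and 5, chosen after seeing the data, the list's medians were -0.62 and -0.07, and the log2 fold changes in low BMI gastroparesis were -0.40 for CCL2, -0.50 for IL1R1 and -0.59 for IL1B, none of them called. If only low BMI control replicate 5 was left out, the calls of CCL2 (-1.41), IL1R1 (-0.64), IL1B (-1.36), IL1R2, IL1RN and ICAM1 in low BMI gastroparesis were lost, and without high BMI gastroparesis replicate 4 SOCS3 was called in that group (-5.11). In low BMI gastroparesis the call of IL1B was also lost without any 1 of low BMI gastroparesis replicates 1, 3, 4 and 5, that of ICAM1 without any 1 of replicates 3, 4 and 5 and that of IL1R1 without replicate 3. In high BMI gastroparesis those of CCL2 (-1.15) and IL1R1 (-0.59) were lost without low BMI control replicate 5 or any 1 of replicates 1 to 3 of that group, that of CCL2 also without low BMI control replicate 4 and that of IL1R1 without high BMI gastroparesis replicate 4.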

Closer examination of these genes revealed that they represent both proinflammatory cytokines and receptors such as IL1B, IL1R1/2, CCL2, SPP1 and ICAM as well as inhibitory molecules such as IL1RN and SOCS3. 

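In the high BMI controls CCL2 had 10.4 ± 7.06 CPM (SD, n = 6) against 133 ± 255 (n = 6) in the low BMI controls, a log2 fold change of -3.67 (standard error 0.91, adjusted p = 0.0370 from edgeR). SPP1 at -1.22 (0.32, 0.0481) and PTGS2, the inducible cyclooxygenase, at -1.36 (0.33, 0.0332) also fell. IL1B at a log2 fold change of -3.78 (1.02, 0.0527), IL1R1 at -1.60 (0.43, 0.0509), IL1R2 at -3.11 (0.88, 0.0632), ICAM1 at -2.05 (0.61, 0.0763), IL1RN at -2.89 (0.99, 0.125) and SOCS3 at -2.67 (1.03, 0.173) did not pass the test of edgeR. The likelihood ratio test called IL1B, IL1R1, IL1R2 and ICAM1, and DESeq2 these and IL1RN. Of the 24 NF-kB and IL-6 family genes, 4 fell and none rose (12 and none when adjusted over the list alone), with a median log2 fold change of -1.50 (camera adjusted p = 0.000335, adjusted p = 0.758 with an estimated correlation). None of the 9 genes named here passed the edgeR test between low BMI gastroparesis and the high BMI controls. Over the other 20 libraries, without low BMI control replicates 4 and 5 (chosen after seeing the data), the median was -0.11 and CCL2 had a log2 fold change of -0.47 without a call. The calls of CCL2 and PTGS2 were lost without any 1 of low BMI control replicates 4 and 5 and high BMI control replicates 2 to 6, with -1.48 and -1.05 without low BMI control replicate 5, and that of SPP1 without any 1 of low BMI control replicates 4 to 6 and high BMI control replicates 1, 2, 3, 4 and 6.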

Surprisingly, similar decreases in inflammation related genes were observed in the gastric muscularis of obese subjects. This was unexpected as obesity is generally known to be an inflammatory state. Again, however, the decreases in mRNAs encoding both pro- and anti-inflammatory cytokines prevent us from determining if there is an overall increase or decrease in inflammation in the gastric muscularis. The decrease in HMOX1 which encodes heme-oxidase 1 an enzyme expressed in M2 macrophages that helps protect against oxidative stress would be consistent with previous studies suggesting an increase in the M1/M2 macrophage ratio in gastroparesis. (Additional file 1: Figure S1) [10, 28, 29] We attempted to further interrogate the inflammatory cell changes using Cibersort [30], however, none of our samples had significant *P* values in this analysis preventing us from drawing any meaningful conclusions from the data. We hypothesize that this may be due to the relatively low abundance of inflammatory cells in our samples, as a result of the removal of the mucosa and submucosa from our biopsies which would be where most of the immune cells would be expected to be located. Consistent with this idea is our observation that the group of mRNAs identified in the previous study by Grover et al. that were not significantly altered in our idiopathic gastroparesis subjects, and therefore may represent mRNAs from the submucosa, were enriched for immune signaling pathways (Th1/Th2 activation, phagosome formation, B cell receptor signaling and CD28 signaling, Additional file 2: Figure S2) [10].

Our overall approach of identifying mRNAs whose expression are altered in idiopathic gastroparesis irrespective of the BMI of the gastroparesis subjects should identify changes that are most commonly associated with the disease and thus most likely to be related to its underlying pathophysiology. Use of Ingenuity pathway analysis to identify pathways associated with the changes in mRNA expression may, however, introduce some bias in the identified pathways as a result of an overabundance of molecules linked to cancer and inflammation in the Ingenuity database. The approach we used also has the limitation in that it does not permit the identification of molecules or pathways that are crucial to the pathophysiology of gastroparesis in only individual subjects or subgroups of subjects. In addition, the relatively small sample size used in both the qRT-PCR analysis and the RNA-sequencing analysis limits the detection of relatively small gene expression changes that may also be further masked by unknown comorbidities in the patients. A much more extensive analysis, using a far greater number of gastroparesis subjects will be required to determine if there are subgroups of subjects that have shared transcriptional changes, which could account for the unique clinical manifestations of their disease.

## Conclusions

Results from our study suggest that it may be better to utilize BMI matched control subjects when investigating pathological changes that occur during idiopathic gastroparesis. Data suggest that obesity alone may be inducing changes in the stomach muscularis that increase motility and affect inflammation. Analysis suggest that altered PDGF BB signaling may be acting together with dysfunctional inflammatory pathways in the pathogenesis of idiopathic gastroparesis.

## Additional files

Additional file 1: **Figure S1.** qRT-PCR verification of PI3K/SP1 regulated genes. (JPG 1660 kb)

Additional file 2: **Figure S2.** Comparison of the changes in mRNA expression observed in the current study to those previously reported by Grover et al. (JPG 490 kb)

Additional file 3: **Figure S3.** qRT-PCR verification of additional genes with altered expression. (JPG 2440 kb)

Additional file 4: **Table S1.** Primers used for qRT-PCR assays.

Additional file 5: **Table S2.** Clinical summary of subjects studied. The table lists the subjects used in the study, their BMI, age, sex and 4-h gastric retention. ND-not determined.

Additional file 6: **Table S3.** RNA- sequencing data. The table shows the list of samples used for RNA-sequencing, mapping statistics for each sample and differential gene expression analysis either with Y-chromosome encoded genes filtered out (DE analysis –Ychr del) or when samples were only compared between subjects of the same sex (DE analysis –gender).

Additional file 7: **Table S4.** Summary of changes in expression of predicted PDGF BB target genes obtained from RNA-sequencing data. PDGF BB target genes that were altered in the Low BMI gastroparesis subjects relative to the low BMI control subjects with a FDR < 0.05 are indicated, together with the predicted PDGF BB target genes identified in the previously published Idiopathic Gastroparesis cohort [10].

Additional file 8: **Table S5.** List of genes in each segment of the Venn Diagram shown in Fig. 6.

Additional file 9: **Table S6.** Reanalysis of RNA sequencing data following combining low and high BMI gastroparesis subjects into one group.

## Data Availability

The datasets generated during the current study are included in this published article (and its supplemental information) and are available in the NIH GEO repository under accession number GSE129398.

## Abbreviations

BMI: Body mass index
ICC: Interstitial cells of Cajal
PDGFRα+ fibroblasts: PDGFRα positive fibroblasts
SMC: Smooth muscle cell

# Supplementary material for: Transcriptome profiling reveals significant changes in the gastric muscularis externa with obesity that partially overlap those that occur with idiopathic gastroparesis
**Source:** BMC Med Genomics. 2019 Jun 20;12:89. doi: 10.1186/s12920-019-0550-3
**Supplement:** Supplementary file 4 — Table S1. Primers used for qRT-PCR assays.

**Supplemental Table 1.** Primers used for qPCR.

| Gene | Sense | Antisense |
| --- | --- | --- |
| ACTA2 | CTGTTCCAGCCATCCTTCAT | TCATGATGCTGTTGTAGGTGGT |
| ACTG2 | CCAGCTCACTCAGCCACACACACC | CCACCATCACACCCTGGTGGCGAG |
| ADAMTS4 | ccaggcactgggctactact | aacagggggtcccatcta |
| ANO1 | GGTTCCCAGCCTAGGTCA | AGGGGGAGGAGTTCATGG |
| AREG | tgatcctcacagctgttgct | tccattctcttgtcgaagtttct |
| ATP4A | CCATCGTGGTGGCCTATG | CTGTCAGGGACAGGCAGACT |
| BTG2 | gcgagcagaggcttaaggt | gggaaaccagtggtgtttgta |
| CCL2 | AGTCTCTGCCGCCCTTCT | GTGACTGGGGCATTGATT |
| CCN1 | CCACACGACATTTTTGAGGC | ATTTCCGCTCCTGCTTCTCTGC |
| CEBPD | ggacataggagcgcaaagaa | gcttctctcgcagtttagtgg |
| CSNRP1 | cctgcctgaccgtgactt | agcccgcttcaggataga |
| CTGF | ctcctgcaggctagagaagc | gatgcactttttgcccttctt |
| CYR61 | aagaaacccggatttgtgag | gctgcatttcttgcccttt |
| DUSP1 | ggacaaccacaaggcagac | tccagcattcttgatggagtc |
| DUSP5 | acaaatggatccctgtggaa | cctcccttttccctgacac |
| EGR1 | TCCATATTAGGGCTTCCTGC | TTTCAAGGTCTGGAACAGC |
| EGR3 | caatctgtaccccgaggaga | ccgatgtccattacattctctg |
| FOSB | GAC TCC TTC GGC AGT CCA C | GTT CC GGC ATG TCG TAG |
| FOXF1 | CAGCCTCTCCACGCACTC | CCTTTCGGTCACACATGCT |
| FOXF2 | AGAGCTACTTGCACCAGAACG | CCATTGAAGTTGAGGACGAAA |
| GAST | AGAGACCTGAGAGGCACCAG | ACATACACACATAGTCGCTGCAT |
| GADD45A | agagcagaagaccgaaagga | tgactcagggctttgctga |
| GADD45B | cggccaacttgatgaatgt | gatttgcagggcgatgtc |
| HMOX1 | GGCAGAGGGTGATAGAAGAGG | AGCTCCTGCAACTCCTCAAA |
| IL1B | TACCTGTCCTGCGTGTTGAA | TCTTTGGGTAATTTTTGGGATCT |
| JUN | ccaaaggatagtgcgatgttt | ctgtccctctccactgcaac |
| JUNB | atacacagctacgggatacgg | gctcggtttcaggagtttgt |
| KIT | ATGGCATGCTCCAATGTGT | GGCAGTACAGAAGCAGAGCA |
| KITLG | GCGCTGCCTTTCCTTATG | CCTTCAGTTTTGACGAGAGGA |
| MYH11 | GCAACGCCAAAACAGTGAAGAAC | TGTGGAATGTCCTCTCGTCTCTG |
| MYLK1 | CTCCTGCTACTTTCCTTTTTCCCTACACTG | CATCAGCACCAACTCCTCCACCACAG |
| MYOCD | TATGGACTCAGCCTACGCTGCGCTG | GTATTGCTCAGTGGCGTTGAAGAAGAG |
| MYC | tgctccatgaggagacacc | cctcatcttcttgttcctcca |
| NR4A1 | acagcttgcttgtcgatgtc | ggttctgcagctcctccac |
| PDK4 | ttgggaaaagaagaccttacca | ggcggtcaataattctcagg |
| PDGFA | CAGTCAGATCCACAGCATCC | CAGGCTGGTGTCCAAAGAAT |
| PDGFB | CTGGCATGCAAGTGTGAGAC | CGAATGGTCACCCGAGTTT |
| PDGFRA | AGGTGGTTGACCTTCAATGG | TTTGATTTCTTCCAGCATTGTG |
| PHLDA | cctccaactctgcctgaaag | aaatgtgctcgtcccacttc |
| PRKG2 | caaggagaaccaggaaacca | tttctccccttggaacacct |
| PTGS2 | cttcacgcatcagtttttcaag | tcaccgtaaatatgatttaagtccac |
| SELE | caagttcgcctgtcctgaa | gggaatgttggactcagtgg |
| SIK1 | cgtcggacacctcactgac | tcccagaaacccttcctc |
| SOCS3 | agacttcgattcgggacca | aacttgctgtgggtgaccat |
| SPP1 | gagggcttggttgtcagc | caattctcatggtagtgagttttcc |
| SREBF1 | cgctcctccatcaatgaca | tgcgcaagacagcagattta |
| SRF | AGCACAGACCTCACGCAGA | GTTGTGGGCACGGATGAC |
| TBP | TTGGGTTTTCCAGCTAAGTTCT | CCAGGAAATAACTCTGGCTCA |

How the deposited data were processed for this re-analysis (not part of the article)

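RNA of the gastric muscularis was sequenced in 22 libraries, 6 from low BMI controls, 6 from high BMI controls, 6 from low BMI subjects with idiopathic gastroparesis and 4 from high BMI subjects with idiopathic gastroparesis. Each library was assigned to its group by the sample titles, and replicate numbers only name the libraries of a group.

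The counts in the deposited table are whole read pairs per gene that the authors obtained by aligning reads to hg38 with STAR 2.5.2b and counting them by strand on refGene genes with featureCounts of Subread 1.5.1, without pairs of a mapping quality under 10. The log2 RPKM values in the same table were made by the authors from these counts with edgeR 3.12.1, with a prior count, and were not used for any test. They served to check the columns: over the 22 libraries, the lowest correlation between the log2 values of a library and its own counts was 0.998, and the highest with the counts of another library was 0.977. The gene lengths in the deposited table are the summed exon lengths that featureCounts gave the authors. The paper says that genes with a CPM over 0.5 in more than 4 libraries were kept, and the deposited table of 16400 genes also holds 196 genes that pass this CPM in exactly 4.

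Counts were analysed in R 4.3.3 with edgeR 4.0.16. The 19 genes of the Y chromosome and the XIST locus were left out, and 16186 genes with a CPM over 0.5 in more than 4 libraries were tested, with TMM normalization and a quasi-likelihood fit over the 4 groups. The 3 other groups were compared with the low BMI controls, low and high BMI gastroparesis with the high BMI controls, and high with low BMI gastroparesis. In a second fit both gastroparesis groups formed 1 group. The p values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Levels are CPM on TMM library sizes, with SDs over libraries, and log2 CPM values have a prior count of 2. Genes differing between any groups were tested with 3 degrees of freedom at an adjusted p under 0.05 without a fold minimum. Over these genes, scaled to Z-scores, libraries were clustered by complete linkage on 1 minus Pearson's r.

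The 30 gene lists were smooth muscle contractile proteins and their regulators, interstitial cells of Cajal, PDGFR alpha positive cells, fibroblasts and matrix, enteric neurons, enteric glia, motility receptors and channels, gastric mucosa, macrophages, neutrophils, T cells, B cells and plasma cells, mast cells, endothelial cells, adipocytes, mesothelium, red blood cells, skeletal muscle, immediate early genes, heat shock proteins, hypoxia response, glucocorticoid response, NF-kB and IL-6 family response, interferon gamma response, type I interferon response, granulocyte adhesion and diapedesis, LXR target genes, cell cycle, and the predicted PDGF BB targets of the paper's Table S4 for low BMI gastroparesis and for an earlier cohort. They were compared with all other genes by camera of limma 3.58.1 at a correlation between genes of 0.01, adjusted over 180 tests, and again with the correlation estimated for each list and by the rotation test fry. Camera tests the mean of a list on log2 CPM, so its direction can differ from the median of the edgeR fold changes.

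The genes named in the text are those the paper names, the 10 called genes with the largest rise and the 10 with the largest fall in each comparison with the low BMI controls and in low BMI gastroparesis against the high BMI controls, among genes with a mean log2 CPM of at least 1 whose groups overlap in at most 1 library on each side, and up to 4 called members of each list, or its most abundant member. Values in the paper's tables had been seen when the paper's genes were chosen. Genes of the Y chromosome, the XIST locus, HLA, immunoglobulins and T cell receptors are not named. This rule, the lists, the tests and the alternatives named next, but for the last 2, were fixed before the data were examined.

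The alternatives were RLE and upper quartile normalization, no filter, filterByExpr, the likelihood ratio test of edgeR, DESeq2 1.42.0, limma with voom and sample weights, a robust fit, autosomes only, no fold minimum, a fit on the 2 groups compared, and leaving out each library in turn. Fits without low BMI control replicates 4 and 5 together and with the mean of the mucosa list as a covariate were added after the data had been seen. Counts of genes were also compared with those of 100 splits of the same libraries, the real one included.

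Total counts per library were 17509765 to 23161310 with a median of 19974386 in the low BMI controls (n = 6); 15035198 to 22311793 with a median of 18898698 in the high BMI controls (n = 6); 17921713 to 22680666 with a median of 21372554 in the low BMI gastroparesis group (n = 6); 21016521 to 22455598 with a median of 21697462 in the high BMI gastroparesis group (n = 4). Simulated data of the same size had counts drawn at the spread of these libraries, with changes given to low BMI gastroparesis. Against the low BMI controls, 68 of 100 genes given a log2 fold change of 1 reached an adjusted p under 0.05 from edgeR. So did 92 of 100 given one of 2, and 7 of the 167 genes that did were false. No fold minimum was set for these counts. With it, 0 genes were called in an unchanged comparison. Read pairs that match several places equally are not counted, which may lower genes that hg38 also places on another contig, although this was not tested on reads.

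Not repeated were the paper's comparison within subjects of the same gender, its commercial pathway analysis and its comparison with the full gene list of an earlier study, which was not available. The qRT-PCR measurements came with no data file. All low BMI controls were transplant donors, so the source of the tissue cannot be separated from that group.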

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

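Of the tests in this part, those on low BMI control replicates 4 and 5, on the haemoglobin genes and on changes in the same direction were chosen after the results were seen. Counts of called genes were set against other splits of the same libraries in fits on those libraries alone. In high BMI controls against low BMI controls the real split called 66 genes and the highest other 2, in low BMI gastroparesis 317 and 4, in high BMI gastroparesis 281 and 77, in all gastroparesis 611 and 109, in low BMI gastroparesis against high BMI controls 44 and 2, and for any difference between the 4 groups 1576 and 39. In each of these only 1 of 100 splits, the real one, called as many. That is the smallest share that 100 splits can give, so chance is unlikely but not excluded. For high BMI gastroparesis against high BMI controls 7 of 100 splits called at least the 1 gene of the real split, with a highest other of 3, and chance cannot be excluded. For high against low BMI gastroparesis 3 of 100 splits called at least the 2 genes of the real split. That share is under 0.05, but 1 other split called 124 genes and the fit over all 4 groups 0 (988 at an unadjusted p under 0.05, likelihood ratio test 3, DESeq2 5, limma 4), so the count does not set the real grouping apart. A split that calls so many genes points to a structure of the samples, which was not tested.

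Immediate early mRNAs, which handling or stimulation of tissue induces within minutes, had median log2 fold changes against the low BMI controls of -0.58, -2.52 and -0.93 in the high BMI controls, low BMI gastroparesis and high BMI gastroparesis (camera adjusted p = 0.981, 2.62e-08 and 0.0119, adjusted p = 1.00, 0.591 and 0.844 with an estimated correlation). A high level in the low BMI controls alone is argued against by the median of -1.87 in low BMI gastroparesis against the high BMI controls, below 0 for 26 of 26 genes (camera adjusted p = 1.12e-15, adjusted p = 0.377 with an estimated correlation), and a difference in library size by a largest ratio of 1.09 between median totals. More neutrophils in some of the low BMI control tissue stays open, since the neutrophil list, which shares no gene with the immediate early list, was lower by at least as much in each group, with a median of -3.03 in low BMI gastroparesis. It was not seen across that group: the median low BMI control library had a mean log2 CPM of 0.68 over the neutrophil list. The other groups had 1.97, 0.45 and 0.92 in the same order, and the highest low BMI control library had 6.04. Without low BMI control replicates 4 and 5 the medians of the immediate early list were 1.31, -0.44 and 0.62, so these 2 libraries may account for much of the lower values in all 3 groups. The groups' condition and the transplant origin of all low BMI controls stay open as biological explanations and were not tested apart. Collection of the high BMI controls also stays open, since the paper sampled any sleeve gastrectomy tissue once the stomach was out of the body.

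Haemoglobin mRNAs, which the paper does not discuss, were higher than in the low BMI controls in all 3 groups. The medians over the 3 tested genes of the red blood cell list were 5.30, 5.35 and 5.57. Camera at the preset correlation and fry gave an adjusted p under 0.05 in each group. Camera with an estimated correlation did not (adjusted p = 0.203, 0.315 and 0.315). HBB had 3.59 ± 3.38 CPM (SD, n = 6) in the low BMI controls against 75.2 ± 51.6 (n = 6) in the high BMI controls. It was called by edgeR in all 3 groups, and each of their libraries lay above every low BMI control. Limma did not call HBB in the high BMI controls or in low BMI gastroparesis. Reads shared between the near-identical genes HBA1 and HBA2 are argued against as the whole cause by HBB, whose lowest log2 fold change was 4.38, and 1 low BMI control library by a lowest HBB value of 4.15 over the fits without any 1 of the 6. Less blood of every cell type in the low BMI control tissue cannot be told apart from fewer red cells, because the neutrophil list had medians of -1.60, -3.03 and -2.19 with all libraries and up to 1.21 without low BMI control replicates 4 and 5. The way donor tissue is flushed or collected is a candidate explanation that the design confounds with the group, and no biological explanation was tested.

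Changes in obesity and in gastroparesis went in the same direction against the low BMI controls, with a covariance of log2 fold changes of 0.198 between the high BMI controls and low BMI gastroparesis over all tested genes. Over 20 splits that gave each comparison its own 3 controls, the lowest covariance was 0.0284. This argues against chance values that are independent between the low BMI control libraries as the whole cause. The splits reuse the same libraries and are not independent checks. A departure shared by the 2 low BMI controls left out together in other fits would also give positive values when a split separates them. The splits therefore cannot exclude such a departure. The way the low BMI control tissue was obtained cannot be told apart from effects that obesity and gastroparesis share, since both predict few differences between the groups from living patients: 17 genes were called in low BMI gastroparesis against the high BMI controls and 525 against the low BMI controls. Fits on the 2 groups compared alone gave 44 and 317. A shared effect of obesity and gastroparesis stays open, as the design holds no low BMI control other than transplant donors.

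A library lay far from the others of its group in 11 of 120 groups of list means and 6 of 80 groups of single genes, and total counts in 0 of 4, where chance alone gives about 1 in 20. In high BMI gastroparesis these were replicate 4 for fibroblasts and matrix (9.35 log2 CPM), for the PDGF BB targets of low BMI gastroparesis (5.68) and for CCL2 (4.84), replicate 2 for adipocytes (2.96) and replicate 1 for PDGFB (4.82). In low BMI gastroparesis they were replicate 1 for immediate early genes (4.86) and AREG (-2.73), replicate 3 for enteric glia (5.57) and replicate 6 for the hypoxia response (4.87). Among high BMI controls, replicate 2 stood apart for motility receptors and channels (4.75) and endothelial cells (4.36), replicate 5 for mesothelium (1.64), replicate 6 for heat shock proteins (6.18) and replicate 1 for HMOX1 (3.01) and ATP4A (6.65). Among low BMI controls it was replicate 5 for endothelial cells (5.68) and replicate 1 for MYH11 (3.08).

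Direct tests of edgeR found differences between the groups in these genes. Low BMI gastroparesis against high BMI controls had log2 fold changes of -5.98 for MIR5690, -3.53 for APOLD1, -3.39 for F2RL3, -3.03 for PDK4, -2.81 for CEBPD, -2.75 for RASD1, -2.63 for GADD45G, -2.61 for DDIT4, -2.21 for CXCR4, -1.63 for KLF2, -1.47 for NFKBIA, -1.26 for ARRDC2, -1.15 for CITED2, 1.02 for MIR145, 1.62 for CX3CR1 and 2.06 for ECEL1. AREG had 1 count in the 6 libraries of low BMI gastroparesis against 112 in the high BMI controls, a ratio of 0.00826 (95% counting interval 0.000207 to 0.047), and a fitted log2 fold change of -6.11 that depends on the prior count. The call of AREG was lost without high BMI control replicate 1 and without any 1 of the 6 low BMI gastroparesis libraries, and that of KLF2 without any 1 of high BMI control replicates 1, 4 and 5 and low BMI gastroparesis replicates 1, 3, 4, 5 and 6. The glucocorticoid response list had a median of -1.07 in this comparison (adjusted p = 0.147 with an estimated correlation). High BMI gastroparesis against high BMI controls had -4.02 for MIR5690 and -3.09 for PDK4, and a median of 0.42 for the list of fibroblasts and matrix (adjusted p = 0.315 with an estimated correlation). Reads at the MIR145 and MIR5690 loci in an mRNA library give no level of the mature microRNAs.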

How the results depend on the processing

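Only the fits without low BMI control replicates 4 and 5 together, those with a mucosa score as covariate and the split controls for the combined group, where the overlap with the high BMI controls went from 109 to a median of 44 genes, were chosen after the results were seen. The split controls left 3 low BMI controls per comparison, and the median number of called genes was lower too. No paired analysis was possible because the groups hold different subjects. RLE and upper quartile normalization, no filter, filterByExpr, a robust fit, autosomes only and the mucosa score kept every count of genes within 1.5 times. With no fold minimum the counts were 365 in the high BMI controls, 1532 in low BMI gastroparesis, 2117 in high BMI gastroparesis and 2970 in all gastroparesis against the low BMI controls, 29 in high BMI gastroparesis against the high BMI controls, 1 in high against low BMI gastroparesis and 247 in all 3 comparisons, since fewer conditions were set. Fits on the 2 groups compared take the spread from those libraries alone. They called 66, 317 and 281 in the high BMI controls, low and high BMI gastroparesis, and 42 in all 3. Against the high BMI controls they called 44 in low and 1 in high BMI gastroparesis, and 2 between the gastroparesis groups. The rise from 17 to 44 in low BMI gastroparesis argues against fewer libraries as the only reason. The fit over 4 groups uses 1 estimate of the spread for all, so its counts also depend on groups outside a comparison. The likelihood ratio test and DESeq2 called 299 and 293 in the high BMI controls and 169 and 162 in all 3 comparisons, and in the order likelihood ratio test, DESeq2 and limma, 47, 47 and 39 in low and 20, 16 and 53 in high BMI gastroparesis against the high BMI controls and 3, 5 and 4 between the gastroparesis groups. DESeq2 found 2722 genes differing between any groups. Without low BMI control replicates 4 and 5 the counts were 267 in low BMI gastroparesis, 389 in all gastroparesis, 7 in high BMI gastroparesis against the high BMI controls and 916 for any difference. Leaving out 1 library at a time gave 83 (without low BMI control replicate 4) to 233 (without low BMI control replicate 1) in the high BMI controls, 363 (without low BMI control replicate 4) to 621 (without low BMI control replicate 1) in low BMI gastroparesis, 334 (without high BMI gastroparesis replicate 2) to 587 (without low BMI control replicate 1) in high BMI gastroparesis, 536 (without low BMI control replicate 5) to 736 (without low BMI control replicate 1) in all gastroparesis, 12 (without low BMI gastroparesis replicate 1) to 23 (without high BMI control replicate 2) in low and 0 (without high BMI gastroparesis replicate 1) to 7 (without high BMI control replicate 6) in high BMI gastroparesis against the high BMI controls, 0 (without low BMI gastroparesis replicate 1) to 1 (without high BMI gastroparesis replicate 1) between the gastroparesis groups, 985 (without low BMI control replicate 4) to 1834 (without high BMI control replicate 2) for any difference and 60 (without low BMI control replicate 4) to 161 (without low BMI control replicate 1) for all 3 comparisons. Read as low BMI controls against all others, the tree had 1 library on the wrong side over all genes and 2 over the 1000 most variable genes, against 6. Of 180 list tests, 0 had an adjusted p under 0.05 with camera and an estimated correlation (19 at an unadjusted p under 0.05) and 25 with fry, against 72. The same direction of the 133 shared genes, which the paper chose on these libraries, held with RLE, and with split controls for 117 to 133 of them (median 133).

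These lists had a test that turned without low BMI control replicates 4 and 5, their medians moving as follows: granulocyte adhesion and diapedesis in the high BMI controls to 0.276 (and, over single left-out libraries, from -0.323 without low BMI control replicate 2 to 0.147 without low BMI control replicate 5), the PDGF BB targets of low BMI gastroparesis and of the earlier cohort in the high BMI controls to 0.473 and 0.541, neutrophils to 0.396 and 0.969 in low and high BMI gastroparesis, and immediate early genes in high BMI gastroparesis to 0.621. In that group the medians of the PDGF BB lists became 0.217 and 0.452, though the test kept its direction, as it did without high BMI gastroparesis replicate 4 in high against low BMI gastroparesis, where the medians of these lists and of immediate early genes turned from above to below 0. Medians also rose above 0 without low BMI control replicates 4 and 5, among others, for neutrophils (1.212) and immediate early genes (1.309) in the high BMI controls and for the granulocyte list in low (0.091) and high BMI gastroparesis (0.462). Without low BMI control replicates 4 and 5 MMP19 turned in the high BMI controls (0.006) and AQP9 (1.705), DUSP5 (0.079) and NR4A3 (0.484) in low BMI gastroparesis, and AQP9 there with limma (0.346). Of 411 values of named genes, 411 kept direction and side of the threshold with RLE, no filter and filterByExpr, 400 with upper quartile normalization, 391 with DESeq2 (19 newly called), 394 with the likelihood ratio test (17 newly called), 394 with the robust fit, 388 with the mucosa score, 340 with 2 groups, 302 with limma and 279 without low BMI control replicates 4 and 5. Beyond fewer libraries or conditions, the cause was not tested. Of genes simulated at a log2 fold change of 1, 68% had an adjusted p under 0.05 from edgeR, with no fold minimum set. Depth itself was not varied.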

Differences from the paper's values

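No test in this part was chosen after the results were seen, except the tally of the paper's listed genes by setting. The paper's numbers are genes found both with all samples and within subjects of the same gender, and only the first kind of comparison was run here, at the paper's thresholds. The paper states 264 genes changed in the high BMI controls against the low BMI controls, and the quasi-likelihood test of edgeR called 150 here. The paper also used edgeR and does not name its test. The paper's Fig. 4 shows about 280 for the analysis without Y chromosome genes, read by eye, against 150. For genes of the Venn diagram changed in the high BMI controls only, the paper gives 55 and 25 were found here, and for genes shared with either gastroparesis group the paper gives 209 and 125 were found. Of the alternatives set before the data were examined, no fold minimum (365 genes), the likelihood ratio test (299), DESeq2 (293) and leaving out any 1 of low BMI control replicates 1 (233), 2 (192) and 3 (214) brought the total within 1.5 times of the paper's 264 and, as for the total, of its 209 shared genes. For the genes of the high BMI controls only, no fold minimum (55), the likelihood ratio test (53) and DESeq2 (55) did so, and no left-out library did. RLE and upper quartile normalization, no filter, filterByExpr, limma, the robust fit, autosomes only, the 2-group fit and the other left-out libraries did not for any of these counts. Of the paper's 264 genes, 254 could be tested, of which 139 were called by the quasi-likelihood test, 254 by the likelihood ratio test, 242 by DESeq2 and 98 by limma. In low BMI gastroparesis these calls were 438, 508, 492 and 263 of 508 tested genes of the paper, and in high BMI gastroparesis 467, 550, 536 and 381 of 550. Every tested gene of the paper's lists was thus called by the likelihood ratio test. The choice of test can account for those not called by the quasi-likelihood test.

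The paper's Table S4 gives -5.12 as the log2 fold change of ATF3 in low BMI gastroparesis, and the log2 fold change of ATF3 was -3.60 here. Without any 1 of low BMI control replicates 1, 2, 3 and 6 (-3.81, -3.85, -3.86 and -3.85) and low BMI gastroparesis replicate 1 (-5.78) ATF3 lay within 1 standard error of the paper's value, the error being that of the main fit here. It did not under RLE or upper quartile normalization, no filter, filterByExpr, the likelihood ratio test, DESeq2, limma, the robust fit, autosomes only, the 2-group fit or the other left-out libraries. All 37 of the 37 fold changes in that table had the paper's sign, 36 lay within 1 standard error and the median difference was 0.311. The paper lists all 37 as changed, and 28 were called by the quasi-likelihood test, 37 by the likelihood ratio test, 34 by DESeq2, 6 by limma and 11 in the 2-group fit.

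The paper's statement that the high BMI controls clustered closer to gastroparesis than the low BMI controls (Fig. 3) can be read in 2 ways. Over Z-scores of the genes differing between groups, the high BMI controls were closer to low and high BMI gastroparesis (mean distances 1.09 and 1.10) than the low BMI controls were (1.45 and 1.57). On that scale they were not closer to gastroparesis than to the low BMI controls (1.08). With unscaled log2 CPM they were closer to gastroparesis (0.038) than to the low BMI controls (0.069). Over the 1000 most variable genes these distances were 1.054 and 1.09, and over all genes 1.059 and 1.045. Over the genes differing between groups the top split here joined all 6 high BMI controls with the low BMI controls, also with average linkage. With the 1000 most variable genes the top split instead joined all 6 with gastroparesis and 2 low BMI controls, with unscaled values all 6 with gastroparesis and 4 low BMI controls, and over all genes 5 of the 6 with gastroparesis alone. The paper reports lower inflammation genes in obese subjects. IL1B (log2 fold change -3.78), IL1R1 (-1.60), IL1R2 (-3.11), ICAM1 (-2.05), IL1RN (-2.89) and SOCS3 (-2.67) had values below 0 in the high BMI controls without a call, while CCL2 and SPP1 were called. DESeq2 called the first 5 and the likelihood ratio test the first 4, as did leaving out low BMI control replicate 3. Leaving out low BMI control replicates 1 or 2 called IL1B, IL1R1 and IL1R2, and low BMI control replicate 6 IL1B. Among the inflammation genes that the paper reports lower in gastroparesis, SPP1 was not called at -0.76 in low and -0.80 in high BMI gastroparesis under any alternative. IL1B, IL1R2, ICAM1, IL1RN and SOCS3 were called in low BMI gastroparesis and not in high BMI gastroparesis, where the likelihood ratio test and DESeq2, and leaving out any 1 of low BMI control replicates 1, 2 and 3, called IL1R2 and IL1RN, leaving out low BMI control replicate 6 IL1RN, and leaving out high BMI gastroparesis replicate 4 SOCS3. By qRT-PCR the paper finds CXCL10 higher in the high BMI controls, and here its log2 fold change of 1.92 was not called, except with upper quartile normalization, the likelihood ratio test and DESeq2 and without any 1 of low BMI control replicates 3 and 5 and high BMI control replicate 5. The paper's qRT-PCR also shows SREBF1 lower in low BMI gastroparesis, where it had -0.61 here without a call under any alternative, and PDGFRA and PDGFB lower there, which had -0.09 and -0.05 here, again without a call. It shows KIT and ANO1 higher in the high BMI controls and KIT in low BMI gastroparesis (Fig. 1), where no call was made here under any alternative (KIT 0.35 and 0.61, ANO1 0.53). The same holds for MYH11, MYLK, ACTG2 and SRF in the high BMI controls and MYH11 and MYLK in low BMI gastroparesis (Fig. 2), where ACTA2 at 0.55 (adjusted p = 0.00734) was called only with no fold minimum. MYH11 had only 5.67 CPM in the low BMI controls. Since hg38 also places it on another contig, most of its reads may be uncounted, so its value may not be comparable with qRT-PCR. The paper's qRT-PCR used 9 low BMI controls, 10 high BMI controls and 13 subjects with low BMI gastroparesis, against 6, 6 and 6 here. The paper finds no effect of obesity on the PDGF BB targets that it measured by qRT-PCR (Fig. 5). Of the targets in its Table S4, edgeR called CCL2 (-3.67), PIM1 (-2.20) and NAMPT (-2.22) lower and RXRG (1.05) higher in the high BMI controls. The paper's primers cover CCL2 and not PIM1, NAMPT or RXRG. The calls of CCL2, PIM1 and NAMPT were lost without low BMI control replicate 4 or 5, and that of RXRG without replicate 2 or 6.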

Other observations

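In this part only the values without low BMI control replicates 4 and 5 were chosen after the results were seen. Of 12 tested markers of T cells, 2 were called higher in the high BMI controls, 3 in low BMI gastroparesis and 4 in high BMI gastroparesis, and none was called lower, with medians of 0.83, 0.97 and 1.05 (camera adjusted p = 8.74e-05, 0.000153 and 8.9e-05, adjusted p = 0.483, 0.495 and 0.483 with an estimated correlation). Haemoglobin genes, of another type of blood cell, were higher in the same 3 groups. LCK, a kinase of T cell receptor signaling, had a log2 fold change of 1.55 (standard error 0.36, adjusted p = 0.0107 from edgeR) in low BMI gastroparesis and 1.68 (0.39, 0.00726) in high BMI gastroparesis, and CD8B, of cytotoxic T cells, 1.92 (0.47, 0.0150) and 1.93 (0.51, 0.0158). In high BMI gastroparesis both calls were lost without replicate 1 of that group (1.26 for LCK and 1.62 for CD8B). Markers of interstitial cells of Cajal, the pacemaker cells of the stomach, had medians of 0.53, 0.88 and 0.86 (camera adjusted p = 0.0148, 0.000335 and 0.00257, adjusted p = 0.495, 0.315 and 0.419 with an estimated correlation), with ETV1, a transcription factor of these cells, at 1.14 (0.18, 0.000737) in low BMI gastroparesis and THBS4, which is also a matrix protein, at 1.99 (0.31, 0.000499) in high BMI gastroparesis. The list of PDGFR alpha positive cells had medians of 0.28, -0.05 and 0.27 (camera adjusted p = 0.0729, 0.151 and 0.0455, adjusted p = 0.401, 0.483 and 0.350 with an estimated correlation). Its mean log2 CPM was 5.55 ± 0.12 (SD, n = 6) in the low BMI controls against 5.83 ± 0.13 (n = 6), 5.94 ± 0.09 (n = 6) and 5.99 ± 0.14 (n = 4) in the same 3 groups. By this mean every gastroparesis library lay above every low BMI control. P2RY1, the receptor of PDGFR alpha positive cells for purine transmitters, rose to 1.55 (0.26, 0.000956) and 1.24 (0.28, 0.00647) in low and high BMI gastroparesis. Among enteric glia, with medians of -0.04, 0.51 and 0.29 (camera adjusted p = 0.938, 0.0145 and 0.186, adjusted p = 1.00, 0.613 and 0.817 with an estimated correlation), CDH19, a cadherin of glia and Schwann cells, fell in both gastroparesis groups (-1.01 and -1.20). The fall of CDH19 at low BMI was lost without any 1 of low BMI control replicates 4, 5 and 6 and low BMI gastroparesis replicates 1 and 4, and the rise of P2RY1 at high BMI without low BMI control replicates 4 and 5 together.

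Contractile proteins of smooth muscle and their regulators had medians of 0.30, 0.21 and 0.40 (camera adjusted p = 6.31e-05, 0.0613 and 0.00257, adjusted p = 0.612, 0.844 and 0.758 with an estimated correlation), and no member was called. The genes that the paper measured by qRT-PCR (Figs. 1 and 2) had these log2 fold changes in the high BMI controls, low BMI gastroparesis and high BMI gastroparesis, none of them called by edgeR: KIT 0.35, 0.61 and 0.60, ANO1 0.53, 0.90 and 0.78, PDGFRA -0.26, -0.09 and -0.05, PDGFB 0.29, -0.05 and 0.27, ACTA2 0.45, 0.55 and 0.75, ACTG2 0.29, 0.22 and 0.51, MYLK 0.20, 0.29 and 0.42, MYH11 0.31, 0.22 and 0.08, SRF 0.19, 0.15 and 0.28, and the reference gene TBP 0.03, 0.01 and -0.03. Under the fold minimum, ACTA2, smooth muscle actin, had an adjusted p of 0.00734 in low and 0.00128 in high BMI gastroparesis, and ANO1, the chloride channel of pacemaker cells, 0.0117 and 0.0305, from edgeR. ANO1 in low BMI gastroparesis was called without low BMI control replicate 5 (1.03). Genes of the hypoxia response had medians of -0.35, -0.51 and -0.32 (camera adjusted p = 0.000335, 0.000347 and 0.00435, adjusted p = 0.315, 0.315 and 0.449 with an estimated correlation), with SLC2A1, a glucose transporter, at -1.05 (0.24, 0.00700) in high BMI gastroparesis, a call lost without any 1 of low BMI control replicates 1, 4 and 6 and high BMI gastroparesis replicate 3. Heat shock proteins had medians of -0.26, -0.39 and -0.66 (camera adjusted p = 0.651, 0.0387 and 0.0144, adjusted p = 0.957, 0.802 and 0.758 with an estimated correlation), and the glucocorticoid response list -0.34, -1.29 and -1.05 (camera adjusted p = 0.485, 3.22e-09 and 0.000132, adjusted p = 0.921, 0.315 and 0.483 with an estimated correlation).

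The other lists had these medians in the high BMI controls, low BMI gastroparesis and high BMI gastroparesis. Enteric neurons had 0.05, 0.21 and 0.12 (camera adjusted p = 0.788, 0.125 and 0.763), motility receptors and channels -0.04, -0.10 and 0.07 (camera adjusted p = 0.872, 0.914 and 0.629), gastric mucosa 0.34, 0.73 and 0.16 (camera adjusted p = 0.345, 0.991 and 0.981), endothelial cells -0.07, -0.11 and 0.18 (camera adjusted p = 0.22, 0.951 and 0.384) and adipocytes -0.18, 0.10 and -0.12 (camera adjusted p = 0.500, 0.809 and 0.462). Mesothelium had 0.49, -0.08 and 0.24 (camera adjusted p = 0.158, 0.490 and 0.384), B cells and plasma cells, with only 2 tested genes, 0.57, 0.11 and 0.33 (camera adjusted p = 0.609, 1.00 and 0.911), the interferon gamma response 0.13, 0.04 and -0.05 (camera adjusted p = 0.309, 0.539 and 0.903) and the type I interferon response -0.09, -0.04 and -0.10 (camera adjusted p = 0.426, 0.938 and 0.763). Mast cells had 0.65, 0.22 and 0.29 (camera adjusted p = 0.0144, 0.763 and 0.763, adjusted p = 0.722, 0.970 and 0.970 with an estimated correlation), skeletal muscle 1.27, 1.65 and 1.45 (camera adjusted p = 0.0455, 0.245 and 0.0914, adjusted p = 0.354, 0.613 and 0.449 with an estimated correlation) and the cell cycle -0.41, -0.18 and -0.26 (camera adjusted p = 0.0362, 0.358 and 0.571, adjusted p = 0.646, 0.857 and 0.921 with an estimated correlation). Camera tests means on another scale, and it pointed the other way than the median for enteric neurons, enteric glia, motility receptors and channels, gastric mucosa and immediate early genes in the high BMI controls, for PDGFR alpha positive cells, motility receptors and channels, B cells and plasma cells, adipocytes and mesothelium in low BMI gastroparesis, and for gastric mucosa and the interferon gamma response in high BMI gastroparesis.

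MYH11, the smooth muscle myosin heavy chain, had 5.67 ± 1.36 CPM (SD, n = 6) in the low BMI controls, where DES, desmin, had 8634 ± 2409 (n = 6). It is 1 of 233 tested genes that hg38 places on a chromosome and on another contig, whose median CPM was 2.42 against 19.2 for the other tested genes, and of which 1, 5 and 7 were called in the 3 comparisons with the low BMI controls. The level of such genes in this table may lie below their level in the tissue, which was not tested on reads.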
